# Vascular transcriptome profiling identifies *Sphingosine kinase 1* as a modulator of angiotensin II-induced vascular dysfunction

**DOI:** 10.1038/srep44131

**Published:** 2017-03-09

**Authors:** Mateusz Siedlinski, Ryszard Nosalski, Piotr Szczepaniak, Agnieszka H. Ludwig-Gałęzowska, Tomasz Mikołajczyk, Magdalena Filip, Grzegorz Osmenda, Grzegorz Wilk, Michał Nowak, Paweł Wołkow, Tomasz J. Guzik

## Abstract

Vascular dysfunction is an important phenomenon in hypertension. We hypothesized that angiotensin II (AngII) affects transcriptome in the vasculature in a region-specific manner, which may help to identify genes related to vascular dysfunction in AngII-induced hypertension. Mesenteric artery and aortic transcriptome was profiled using Illumina WG-6v2.0 chip in control and AngII infused (490 ng/kg/min) hypertensive mice. Gene set enrichment and leading edge analyses identified *Sphingosine kinase 1 (Sphk1)* in the highest number of pathways affected by AngII. Sphk1 mRNA, protein and activity were up-regulated in the hypertensive vasculature. Chronic sphingosine-1-phosphate (S1P) infusion resulted in a development of significantly increased vasoconstriction and endothelial dysfunction. AngII-induced hypertension was blunted in *Sphk1*^−/−^ mice (systolic BP 167 ± 4.2 vs. 180 ± 3.3 mmHg, p < 0.05), which was associated with decreased aortic and mesenteric vasoconstriction in hypertensive *Sphk1*^−/−^ mice. Pharmacological inhibition of S1P synthesis reduced vasoconstriction of mesenteric arteries. While Sphk1 is important in mediating vasoconstriction in hypertension, *Sphk1*^−/−^ mice were characterized by enhanced endothelial dysfunction, suggesting a local protective role of Sphk1 in the endothelium. S1P serum level in humans was correlated with endothelial function (arterial tonometry). Thus, vascular transcriptome analysis shows that S1P pathway is critical in the regulation of vascular function in AngII-induced hypertension, although *Sphk1* may have opposing roles in the regulation of vasoconstriction and endothelium-dependent vasorelaxation.

Hypertension is a pathogenetically complex disorder affecting more than 1 billion people worldwide^1^. Etiology of the disease remains unknown in the majority of adult patients. It is widely acknowledged that function of the vascular system, kidney and sympathetic nervous system is critical for regulating blood pressure (BP) levels^1^. Since the existence of genetic predisposition to develop abnormally high BP is well known, significant efforts have been made in order to identify particular genes affecting hypertension using genome-wide association studies (GWAS)^2^,^3^,^4^,^5^. However, clinical translation of such studies is in the early phase and requires detailed characterization of the effect of certain genes and molecular pathways on the function of key organs involved in BP regulation.

High throughput techniques significantly contributed to unraveling mechanisms of complex disorders and phenotypes such as type II diabetes^6^, chronic obstructive pulmonary disease^7^ or hypertension and BP regulation^2^,^3^,^4^,^5^ in humans. All the above studies focused on the association between genetic polymorphisms and disease status using Mendelian randomization concept allowing establishing causal relationships. Complexity of the pathogenesis of hypertension makes uncovering key drivers of the disease difficult in humans. Models of the disease such as angiotensin II (Ang II) infusion or DOCA salt hypertension, represent most common causes of primary hypertension in humans and allowed to unravel the important mechanisms of hypertension and associated target organ damage. Systemic vascular resistance is critical for the physiological regulation of blood pressure. At the same time, hypertension promotes development of vascular dysfunction and atherosclerosis in the larger vessels. Importantly, while vascular oxidative stress and inflammation have been clearly linked to hypertension and its consequences^8^,^9^, the effects of chronic Ang II infusion on distinct vascular beds is yet to be addressed in a systematic manner.

Vascular dysfunction may have divergent mechanisms and consequences in various vascular beds. In the aorta, it may represent vascular target organ damage but may also contribute to vascular stiffening important for hypertension development. In mesenteric arteries, which represent typical resistance vessels, increased vascular tone may directly translate into increased blood pressure.

Investigation of transcriptome creates an opportunity for gaining a unique insight into potential vascular mechanisms of Ang II-dependent hypertension. Transcriptome profiling studies *ex vivo* have so far focused on kidneys following 2 days Ang II infusion^10^, heart in the model of Ang II–induced cardiac fibrosis^11^,^12^ or abdominal aortic aneurysm in ApoE knockout mice^13^. Despite the difficulties with obtaining cell-type specific and homogenous RNA pool, all the above studies clearly showed that Ang II displays systemic effects on transcriptome and important information on the disease process studied could be obtained using this high-throughput technique.

The aim of current study was to profile the transcriptome of key vessels of normotensive and hypertensive mice using Ang II-induced hypertension model and further to identify genes and biological pathways that may causally affect development of hypertension *in vivo*. Both thoracic and abdominal regions of the aorta, selected in the current study, are characterized by hypertrophy following Ang II treatment *in vivo*^14^, yet they show different expression pattern of Ang II receptor subtypes AT1a and AT1b^15^,^16^. This may confer differential roles of these areas of the aorta in hypertension^15^,^16^, thus investigation and characterization of these two regions is a key to the understanding mechanism of Ang II action in an *in vivo* model. Superior mesenteric vascular bed, which is another part of the vasculature selected for transcriptome profiling, is a part of the vascular resistance system, critical for blood flow regulation^17^,^18^. Since mesenteric arteries express AT1 receptors and are susceptible to Ang II-mediated dysfunction *in vivo*^19^,^20^, investigation of similarities and differences in gene expression in these three areas of vasculature may provide important molecular information on specific changes occurring during Ang II-mediated hypertension *in vivo*.

## Results

### Transcriptome analysis

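Vessels were taken from male C57BL/6J mice after a subcutaneous infusion of Ang II at 490 ng/kg/min (AngII) or of vehicle (Sham) for 14 days, begun at 12 weeks of age. For each array RNA was pooled from the same vessel of 2 mice of the same treatment, so the p-values measure the spread between pools. The Illumina WG-6 v2.0 BeadChip, a mouse expression array with probes for 45281 transcripts, was used for 6 AngII and 5 Sham pools of mesenteric arteries, 3 AngII and 3 Sham pools of thoracic aorta and 3 AngII and 3 Sham pools of abdominal aorta, 23 arrays in all. A transcript was counted as detected on an array at a detection p under 0.01. Mesenteric arrays detected 17806 to 18602 transcripts with AngII (median 18243) and 18270 to 18657 with Sham (median 18380). Thoracic arrays detected 17600 to 18156 with AngII (median 18149) and 17560 to 18417 with Sham (median 17703). Abdominal arrays detected 17548 to 17779 with AngII (median 17591) and 17432 to 18094 with Sham (median 17904). The number of arrays limits the precision of the comparisons. The authors deposited non-normalized intensities, from which a background had been subtracted, with a detection p-value for each, and log2 values that they had made by robust spline normalization in lumi. The medians of the deposited log2 values differed between vessels (6.77 on thoracic, 7.03 to 7.04 on abdominal and 6.95 to 6.96 on mesenteric arrays). The intensities were converted here with limma's neqc, which corrects for background, quantile normalizes the 23 arrays together and takes log2 after an offset of 16. The 20585 transcripts detected on at least 3 arrays were tested. AngII was compared with Sham in a separate limma fit for each vessel, and a transcript passed at a Benjamini-Hochberg adjusted p under 0.05 over the transcripts tested. A gene with several probes was given by the probe with the highest mean signal. Gene lists fixed before the data were examined were tested with limma's camera at a preset correlation of 0.01, and of 29 lists none passed in any vessel when the correlation was estimated from the arrays. By limma's fry, which tests the genes of a list without comparing them with other genes, 18 lists passed in the thoracic aorta, 6 in the abdominal aorta and 0 in the mesenteric arteries.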

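Transcripts of Sphk1, of the angiotensin receptor Agtr1a and of the NADPH oxidase Nox4 were detected on all 23 arrays. Transcripts of the angiotensin receptor Agtr1b were detected on all 6 abdominal and all 11 mesenteric arrays and on 1 of 6 thoracic arrays. S1pr3, a receptor for sphingosine-1-phosphate, was detected on 10 of 11 mesenteric arrays and on none of the 12 aortic arrays. No probe of the NADPH oxidases Cybb and Nox1 was detected on any array, nor was the probe of S1pr1. The paper reports expression of S1pr1 and Cybb in aorta and mesenteric arteries, so a lack of signal from these probes does not show absence. For S1pr3 the paper's real-time PCR detected no expression in any sample, unlike the mesenteric arrays here. Every thoracic array detected 16201 transcripts in common, every abdominal array 15915 and every mesenteric array 16151. The 23 arrays shared 14763 detected transcripts (32.6% of those on the chip), and 22541 were detected on at least 1 array.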

Approximately 16,000 (out of 45,281) RNA transcripts were detected (detection p value < 0.01) in studied vascular tissues i.e. thoracic aorta, abdominal aorta and mesenteric arteries. 

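Vessels of Sham mice differed in the transcripts of their cell types. All 19 measured endothelial markers were lower in thoracic aorta than in mesenteric arteries at an adjusted p under 0.05 from limma, with a median log2 difference of −1.78, and all 19 were lower in abdominal aorta (median −1.30). Of 22 macrophage markers, 20 were lower in thoracic aorta and none was higher (median −1.32). Markers of other cells were lower there too, namely 14 of 17 of adipocytes (median −1.82), 9 of 11 of nerve with 1 higher (median −1.85, and −1.15 with the authors' values), 12 of 19 of fibroblasts with 2 higher (median −1.16) and 6 of 8 of mesothelium with 1 higher (median −1.11, and −0.52 with the authors' values). Of 25 smooth muscle contractile genes, 19 were higher in thoracic aorta than in mesenteric arteries and 2 were lower (median 0.72, and 0.19 with the authors' values). In abdominal aorta their median difference was 0.53, and it changed sign to −0.10 with the authors' values. In that comparison the median of 50 ribosomal protein genes was −0.03 here and −0.58 with the authors' values. The change of sign thus goes with a shift between vessels that is not particular to contractile genes. Brown adipocyte markers, such as the uncoupling protein Ucp1 of the inner mitochondrial membrane, differed between the aortic compartments, with 6 of 10 higher in thoracic than in abdominal aorta (median 1.20, and 0.25 with the authors' values). The Ucp1 signal was 9.87 to 10.98 log2 units on the Sham thoracic arrays, 4.30 to 6.32 on the Sham abdominal arrays and not detected on the mesenteric arrays. Transcripts of pancreatic digestive enzymes stood out on 3 of the 11 mesenteric arrays, 2 of AngII and 1 of Sham. The trypsinogen Try4 was 12.37 and 14.04 on these AngII arrays and 14.01 on the Sham array, and at most 7.91 on the other mesenteric arrays. Of the variance of the 20585 transcripts, the first 3 principal components held 60.8%, 9.04% and 7.70%. On these components 88.0% of the variance lay between the 6 groups (one-sided permutation test with 100000 relabellings, p = 1e-05, the smallest they can give). Between the 3 vessels alone lay 85.7%, so that test does not show a separation by treatment. Within the thoracic aorta 94.2% of the variance on these components lay between AngII and Sham (exact one-sided permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). The share was 38.8% in the abdominal aorta (p = 0.2 from the same exact test) and 3.93% in the mesenteric arteries (p = 0.621, exact, where the smallest possible is 0.00216). Over the 14763 transcripts detected on every array the shares were 66.7% in the abdominal aorta (p = 0.1, exact) and 25.7% in the mesenteric arteries (p = 0.0541, exact).

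**Figure D1:**
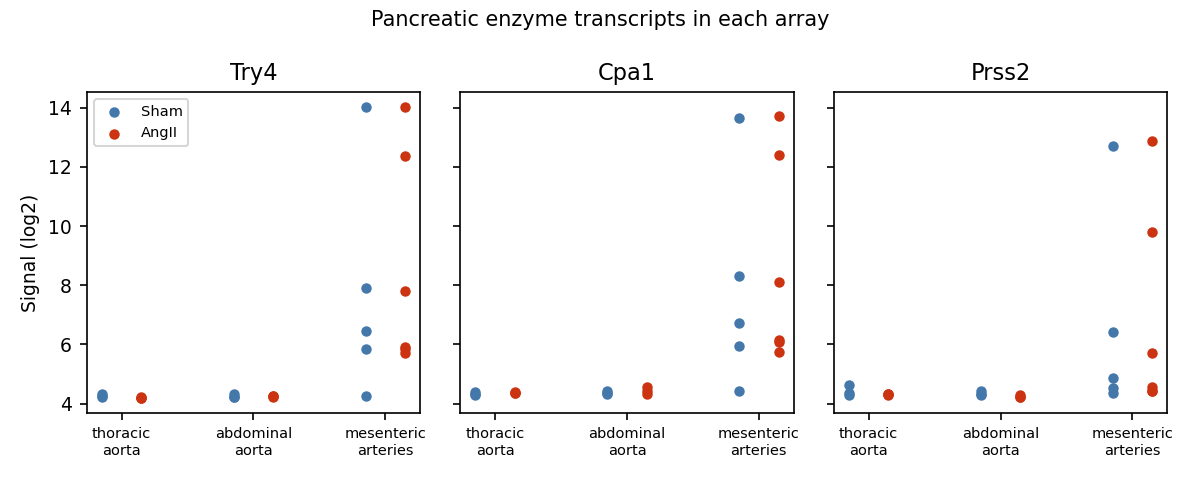
Signal (log2) of 3 pancreatic enzyme transcripts, Try4, Cpa1 and Prss2, on each array of the 3 vessels. Each point is 1 array, blue for Sham and red for AngII. For Try4, 3 mesenteric arrays lie at 12.37 or above and the others at 7.91 or below.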

Principal component analysis comprising RNA transcripts detected in all tissues provided a clear separation of samples according to tissue type and treatment status i.e. hypertensive vs. normotensive (Fig. 1a). Out of all transcripts expressed, 21.5% were differentially expressed (FDR corrected p < 0.05) in thoracic aorta between hypertensive and normotensive mice, while such proportion was lower for abdominal aorta (0.3%) or mesenteric arteries (1.4%). 

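Matrix proteins and secreted factors were among the genes with the largest rises in the thoracic aorta of AngII mice, and transcription factors of the AP-1 family were among those with the largest falls, where genes are ranked that passed and whose AngII and Sham arrays did not overlap. Esm1, which encodes the endothelial proteoglycan endocan, rose 9.83-fold, from 6.12 ± 0.17 log2 units (SD, n = 3 pools) with Sham to 9.42 ± 0.11 (SD, n = 3) with AngII (log2 fold change 3.30, standard error 0.11, adjusted p = 2.47e-06). Col8a1, a short-chain collagen of vessel walls, rose 8.08-fold (log2 fold change 3.01, standard error 0.18, adjusted p = 9.94e-05). Cthrc1, which encodes a secreted protein of injured arteries, was not detected on any Sham array and rose at least 5.65-fold (adjusted p = 0.000142). The insulin-like growth factor binding protein Igfbp2 and the metalloproteinase inhibitor Timp1 rose by 2.95 and 2.12 log2 units. Gpr176 rose at least 4.68-fold, and Mup2, Diras2, Angptl1 and Mup6 rose by 2.13 to 2.73 log2 units. Fosb and Fos, subunits of the transcription factor AP-1, had log2 fold changes of −2.09 (standard error 0.20, adjusted p = 0.000316) and −1.62 (standard error 0.16, adjusted p = 0.000355). Atf3, a stress-induced transcription factor, had a log2 fold change of −1.67, and Edn1, which encodes the vasoconstrictor endothelin-1, of −1.35 (standard error 0.21, adjusted p = 0.00309). Ppp1r1b, Gkn3, Vstm2b, Upb1, Tnnt1 and Scube3 were the other genes with the largest falls, from −1.26 to −1.53. Of 20585 transcripts, 3552 (17.3%) passed in the thoracic aorta, 225 (1.09%) in the abdominal aorta and 70 (0.340%) in the mesenteric arteries. The difference in Ang II effect between vessels, tested in a single fit that takes pools of different vessels as independent although some share mice, passed for 2353 transcripts between thoracic aorta and mesenteric arteries, for 380 between abdominal aorta and mesenteric arteries and for 93 between the aortic compartments. Without 1 of the arrays the thoracic count was 1972 to 2909, the abdominal count 60, 0 or 500 (without each AngII array) and 4, 2 or 50 (without each Sham array), and the mesenteric count 0 to 153. The lowest and highest mesenteric counts were each reached without 1 Sham array, and the counts between vessels were 77 to 740 for abdominal aorta against mesenteric arteries and 30 to 95 between the aortic compartments.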

Among differentially expressed genes 46%, 91% and 67% were overexpressed in hypertensive as compared to normotensive mice in the thoracic aorta, abdominal aorta and mesenteric arteries respectively.

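Genes of cell division had most of the largest rises in the abdominal aorta among named genes that passed and whose AngII and Sham arrays did not overlap, the limit that holds for the rises and falls below. Prc1, which bundles spindle microtubules during cytokinesis, rose 5.18-fold in the abdominal aorta (log2 fold change 2.37, standard error 0.20, adjusted p = 0.00671), and the mitotic kinase Pbk rose by 2.64 log2 units (standard error 0.22, adjusted p = 0.00671). The cyclin-dependent kinase Cdk1, the topoisomerase Top2a and the kinesin Kif22 were not detected on Sham abdominal arrays and rose at least 2.72-, 2.75- and 2.75-fold. Esm1 rose by 2.33 log2 units there, and Cdkn3, Mup2 and the histones H2ac15 and H2ac12 by 1.85 to 2.63. Hspa1a, which encodes the heat shock protein Hsp70, had the largest fall within this limit (log2 fold change −1.05, standard error 0.19, adjusted p = 0.0381), followed by the growth factor Igf2 (−0.91), and the vasopressin receptor Avpr1a fell too (−0.76). Falls of 0.69 to 0.83 log2 units were found for Stbd1, Syt7, Hic2, Hspa1l, Vwc2 and Gprasp1, and Ppp1r1b, not detected on the AngII arrays, fell at least 1.20-fold. In the mesenteric arteries Afap1, an actin filament binding protein, rose 1.87-fold (log2 fold change 0.91, standard error 0.12, adjusted p = 0.0212). Fbxl22, an F-box protein of muscle, had the smallest adjusted p (log2 fold change 0.75, standard error 0.08, adjusted p = 0.00803). Cacna2d1, a subunit of voltage-gated calcium channels, and sarcolipin (Sln), which regulates the calcium pump of the sarcoplasmic reticulum, rose by 0.67 and 0.66. The falls were in Klk10 (log2 fold change −0.62, standard error 0.11, adjusted p = 0.0315), Miat, Pcdh19, Deptor and Dock9, and Herc1, Susd5, Kdm5a, Map3k20 and Hip1 rose by 0.66 to 0.76. Of the transcripts that passed, 1777 of 3552 (50.0%) were higher with AngII in the thoracic aorta, 200 of 225 (88.9%) in the abdominal aorta and 59 of 70 (84.3%) in the mesenteric arteries. The aortic compartments shared 169 higher and 15 lower transcripts, against 17.3 and 2.16 if their lists were independent, and none went opposite ways, against 19.4. Thoracic aorta and mesenteric arteries shared 7 higher and 1 lower, against 5.09 and 0.949, and 15 went opposite ways, against 6.04. Some pools of different vessels share mice, which can raise the overlap in the same direction, and the counts for independent lists ignore this. Without 1 of the AngII abdominal arrays, or 1 of the Sham mesenteric arrays, 0 transcripts passed in limma (2718 and 2816 at an unadjusted p under 0.05). Transcripts of skeletal muscle were high on 1 Sham abdominal array (Acta1 11.19, and at most 5.18 on the other abdominal arrays), without which 4 transcripts passed, all higher with AngII. With the mean of brown fat markers as a covariate, chosen after the data were seen because it was 8.01, 7.45 and 5.89 on the AngII abdominal arrays and 6.21 to 6.54 on the Sham arrays, 85 passed, 83 of them higher. Without the 3 mesenteric arrays rich in pancreatic transcripts 8 passed, all higher.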

Among top 200 RNA transcripts associated with Ang II-induced hypertension in either of the examined tissues, 3 genes were previously associated with BP in GWA cohort studies. 

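Among 43 genes at published blood pressure loci, listed before the data were examined, 27 were measured. Their list includes the guanylate cyclase subunits and Cnnm2, which the paper picked from these arrays, so for these it is not independent evidence. In the thoracic aorta 2 rose and 5 fell (2 and 7 adjusted over the list alone). The arsenite methyltransferase As3mt had a log2 fold change of 0.89 (standard error 0.12, adjusted p = 0.00179) and the tyrosine kinase Fes of 0.66 (adjusted p = 0.0022). Adm, which encodes the vasodilator adrenomedullin, fell by 1.02 log2 units, and the phospholipase Plce1 and the calcium channel subunit Cacnb2 fell by 0.70 and 0.47 (these 3 were chosen after their values were seen). None passed in the abdominal aorta (1 higher and 5 lower adjusted over the list alone), and in the mesenteric arteries Cnnm2 rose (1 higher and 1 lower adjusted over the list alone). By camera the list did not pass in any vessel (adjusted p 0.195, 0.325 and 0.843 in thoracic aorta, abdominal aorta and mesenteric arteries), and by fry it passed in the thoracic aorta only (adjusted p 0.013, 0.172 and 0.884). The 200 transcripts with the smallest p in the thoracic aorta held 1 gene of the list, Gucy1a1, and those in the abdominal aorta held none. Those in the mesenteric arteries held Cnnm2 and Npr3, the clearance receptor for natriuretic peptides, whose log2 fold change of −0.85 did not pass (adjusted p = 0.0667, and 0.00925 to 0.137 over the alternatives).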

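The genes of both subunits of soluble guanylate cyclase, the nitric oxide receptor of smooth muscle, fell in the thoracic aorta. Gucy1a1, the current symbol of Gucy1a3, went from 11.82 ± 0.12 log2 units (SD, n = 3 pools) with Sham to 11.03 ± 0.16 (SD, n = 3) with AngII (log2 fold change −0.78, standard error 0.11, adjusted p = 0.0022). All 4 probes of Gucy1a1 fell there. Gucy1b1, the current symbol of Gucy1b3, had a log2 fold change of −0.67 (standard error 0.10, adjusted p = 0.00336). In the abdominal aorta all 3 AngII arrays lay below all 3 Sham arrays for both genes, which chance alone gives to 10% of genes in either direction. The log2 fold changes there were −0.65 for Gucy1a1 (standard error 0.20, adjusted p = 0.175) and −0.50 for Gucy1b1 (standard error 0.12, adjusted p = 0.0908), and neither passed. The other probes of Gucy1a1 had log2 fold changes from −0.85 to −0.36 there, and none passed. Gucy1a1 passed in a single fit over all groups (adjusted p = 0.031) and without 1 AngII array (adjusted p = 0.025), in a range of 0.025 to 0.404 over its alternatives. Gucy1b1 passed with a prior that follows the signal (adjusted p = 0.045, in a range of 0.045 to 0.283). In the mesenteric arteries the log2 fold changes were −0.04 and 0.09, and the effect differed between thoracic aorta and mesenteric arteries by −0.74 for Gucy1a1 (adjusted p = 0.0289) and by −0.76 for Gucy1b1 (adjusted p = 0.015). Of 22 measured genes of nitric oxide and cGMP signalling, 5 rose and 5 fell in the thoracic aorta (5 and 7 adjusted over the list alone, adjusted p = 0.477 from camera). The phosphodiesterase Pde1b, which degrades cyclic nucleotides, rose by 1.02, and the myosin phosphatase subunit Ppp1r12a and the cGMP-specific phosphodiesterase Pde5a fell by 1.00 and 0.68. Cnnm2, a magnesium transport mediator, was 9.48 ± 0.29 (SD, n = 6 pools) with AngII and 8.83 ± 0.13 (SD, n = 5) with Sham in the mesenteric arteries (log2 fold change 0.65, standard error 0.13, adjusted p = 0.0486). Every AngII array lay above every Sham array. This call was lost without each of 9 of the 11 arrays, with adjusted p up to 0.121, and over all its alternatives the adjusted p was 0.00663 to 0.147. The log2 fold changes of Cnnm2 were 0.11 in the thoracic and 0.34 in the abdominal aorta, and neither passed.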

Expression of both subunits of the soluble guanylate cyclase (*Gucy1a3* and *Gucy1b3*) was significantly downregulated in both aortic compartments, but not in mesenteric arteries, in hypertensive mice as compared to control, while *Cyclin M2 (Cnnm2*) expression was significantly upregulated in mesenteric arteries of hypertensive mice as compared to control. None of the above genes showed a similar pattern of expression change following Ang II infusion in all vascular compartments studied.

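Matrix, inflammatory, cell cycle and macrophage transcripts rose in the thoracic aorta and contractile transcripts fell. Of 47 measured genes of the fibrillar matrix and its assembly, 30 rose and 3 fell (33 and 3 adjusted over the list alone), with a median log2 fold change of 0.59 (adjusted p = 2.66e-15 from camera, and adjusted p = 0.163 with an estimated correlation). The gelatinase Mmp2 rose by 1.54 log2 units, next to Col8a1, Timp1 and Cthrc1. Of 25 smooth muscle contractile genes, 10 fell and none rose (19 and 0 adjusted over the list alone), with a median of −0.34 (adjusted p = 2.93e-07 from camera, and adjusted p = 0.101 with an estimated correlation). Smooth muscle myosin heavy chain (Myh11) had a log2 fold change of −0.52 (standard error 0.09, adjusted p = 0.00472), the integrin Itga8 of −0.91 and the phosphatase inhibitor Ppp1r14a of −0.77. Of 25 chemokines, cytokines and adhesion molecules, 12 rose and none fell (15 and 0 adjusted over the list alone, adjusted p = 1.11e-06 from camera, and adjusted p = 0.215 with an estimated correlation). Ccl21a and the adhesion molecule Vcam1 rose by 1.75 and 0.93, and Ccl5 and Ccl4, not detected on any Sham array, rose at least 2.02- and 2.40-fold. Of 25 cell cycle genes, 13 rose and none fell (17 and 0 adjusted over the list alone, adjusted p = 3.42e-07 from camera, and adjusted p = 0.215 with an estimated correlation). Prc1 rose by 1.65 and the centromere protein Cenpa by 1.32. Of 22 interferon response genes, 9 rose and none fell (11 and 0 adjusted over the list alone, adjusted p = 1.48e-05 from camera, and adjusted p = 0.163 with an estimated correlation), among them Rsad2 by 1.20 and Usp18 by 0.72.
Markers of several cell types rose with these groups. Of 22 macrophage markers, 12 rose and none fell (13 and 0 adjusted over the list alone, adjusted p = 2.11e-07 from camera, and adjusted p = 0.394 with an estimated correlation), among them the glycoprotein Gpnmb by 0.94, Ms4a7 by 1.70 and the receptor Trem2 by 1.38. Of 19 fibroblast markers, 11 rose and none fell (13 and 0 adjusted over the list alone, adjusted p = 1.11e-06 from camera, and adjusted p = 0.22 with an estimated correlation), and lumican (Lum), Cd248 and dermatopontin (Dpt) rose by 1.48, 1.06 and 0.95. Of 17 adipocyte markers, 10 rose and 1 fell (13 and 1 adjusted over the list alone, adjusted p = 3.98e-05 from camera, and adjusted p = 0.357 with an estimated correlation), and adiponectin (Adipoq) rose by 1.19. Of 19 endothelial markers, 6 rose and 2 fell (7 and 2 adjusted over the list alone, adjusted p = 0.0841 from camera and 0.0311 from fry), with endomucin (Emcn) higher by 1.18 and Pecam1 lower by 0.54. Of 26 NADPH oxidase and antioxidant genes, 7 rose and 1 fell (7 and 1 adjusted over the list alone, adjusted p = 0.00398 from camera, and adjusted p = 0.163 with an estimated correlation), and the glutathione peroxidases Gpx3 and Gpx7 rose by 1.25 and 0.67 while the glutathione transferase Gstm1 fell by 0.80. Of 12 genes of the renin-angiotensin list, 5 rose and none fell (5 and 0 adjusted over the list alone, adjusted p = 0.00714 from camera, and adjusted p = 0.193 with an estimated correlation), with the converting enzyme Ace higher by 0.57. Rcan1, which rose by 1.23, is on the list but encodes a regulator of calcineurin rather than a component of the system. None of 50 ribosomal protein genes passed (adjusted p = 0.332 from camera).

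**Figure D2:**
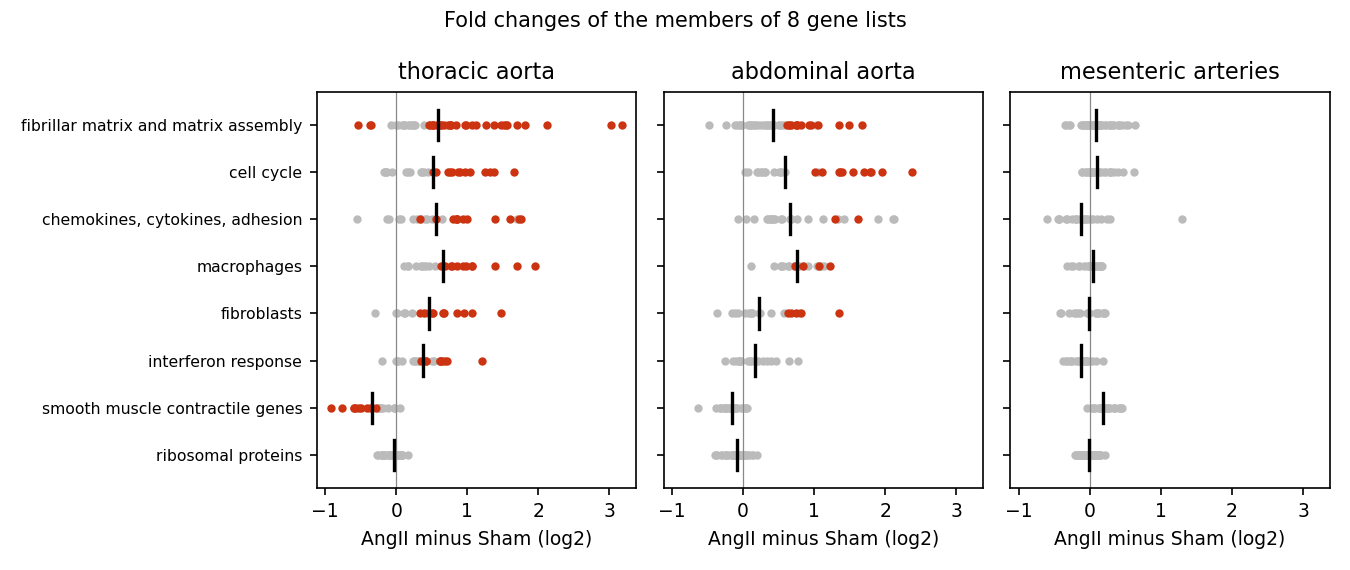
AngII minus Sham (log2) of each measured member of 8 gene lists in the 3 vessels. Each point is 1 gene, red where its adjusted p was under 0.05, and black bars mark the medians. In the thoracic aorta the median of the matrix genes was 0.59 and that of the contractile genes −0.34.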

Gene set enrichment analysis identified 68 gene sets significantly enriched in hypertension in thoracic aorta (see Supplementary Table 1 for top 20 sets). Subsequent leading edge analysis performed on these sets identified genes present in the highest number of pathways upregulated in Ang II-induced hypertension (Table 1). Among them, only *Sphk1* showed more than a 2-fold induction of expression in thoracic aorta of hypertensive mice as compared to control (Table 1).

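Of the genes that Table 1 lists for the thoracic aorta, Sphk1 had the largest change, a 3.36-fold rise. T-cadherin (Cdh13), an adhesion receptor of smooth muscle and endothelium, rose 1.47-fold (log2 fold change 0.55, standard error 0.09, adjusted p = 0.00404), and the fibroblast surface glycoprotein Thy1 rose 1.80-fold (log2 fold change 0.85, standard error 0.12, adjusted p = 0.0022). Col4a3, a basement membrane collagen, had a log2 fold change of 0.57 (standard error 0.14, adjusted p = 0.0238) and the growth factor Tgfb1 of 0.47 (standard error 0.12, adjusted p = 0.0264). The calls of Col4a3 and Tgfb1 were lost without each of 4 and 5 of the 6 arrays, with adjusted p up to 0.0776 and 0.0748. Vegfa and Angptl4, angiogenic factors, had log2 fold changes of 0.47 (adjusted p = 0.0573) and 0.42 (adjusted p = 0.0658) and did not pass, though each passed without 1 of the Sham arrays (adjusted p = 0.0451 and 0.0187). Over the alternatives their adjusted p were 0.0247 to 0.149 and 0.0187 to 0.166. The superoxide dismutase Sod1 and the nucleoside diphosphate kinase Nme2 had log2 fold changes of 0.18 (adjusted p = 0.207) and 0.07 (adjusted p = 0.602). With the authors' normalized values Sod1 passed (adjusted p = 0.0381, in a range of 0.0381 to 0.428 over the alternatives). The other probes of Sod1 had log2 fold changes of −0.27 and 0.07 and those of Nme2 of 0.25 (adjusted p = 0.0797) and −0.13. Second probes of Vegfa and Angptl4 gave no call, with a log2 fold change of 0.27 for Vegfa (adjusted p = 0.203) and a probe of Angptl4 that was not detected on any of these arrays. The other 2 probes of Cdh13 rose by 0.56 and 0.55. No probe carried the symbol of Htatip2.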

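Contractile transcripts leaned upward in the mesenteric arteries with AngII and endothelial transcripts downward, and none of their genes passed on their own. None of 25 smooth muscle contractile genes passed over all transcripts (8 higher and 0 lower adjusted over the list alone), and 24 had a log2 fold change above 0, with a median of 0.19 (adjusted p = 1.7e-08 from camera, and adjusted p = 0.79 with an estimated correlation). Desmin (Des) and gamma smooth muscle actin (Actg2) had log2 fold changes of 0.44 (adjusted p = 0.061) and 0.43 (adjusted p = 0.078). None of 19 endothelial markers passed (0 higher and 5 lower adjusted over the list alone), with a median of −0.10 (adjusted p = 0.0034 from camera, and adjusted p = 0.79 with an estimated correlation). Sox17, a transcription factor of arterial endothelium, had a log2 fold change of −0.41 (adjusted p = 0.078). None of 47 matrix genes passed (10 higher and 4 lower adjusted over the list alone), with a median of 0.09 (adjusted p = 0.0034 from camera, and adjusted p = 0.815 with an estimated correlation), and the lysyl hydroxylase Plod2 had a log2 fold change of 0.50 (adjusted p = 0.061). The cell cycle list leaned upward (median 0.10), and the interferon response (median −0.12), chemokine (median −0.12) and mesothelial lists (median −0.27) leaned downward (adjusted p from camera 0.0173, 0.0173, 0.0497 and 0.0173), with adjusted p = 0.79 to 0.815 with an estimated correlation. Of the genes in these lists 0 passed. By fry 0 of 29 lists passed, against 18 in the thoracic and 6 in the abdominal aorta. The 3 arrays rich in pancreatic enzymes included 2 of the 6 AngII arrays, and the list of pancreas, gut epithelium and lymph node markers had a median log2 fold change of 0.60 (adjusted p = 0.843 from camera).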

Similar gene set enrichment analysis identified no pathways significantly enriched in hypertension in mesenteric arteries at FDR p value < 0.05. Therefore, leading edge analysis was based on 36 gene sets (see Supplementary Table 1 for top 20 sets) with normalized enrichment score >1.4 (nominal p value < 0.05) in mesenteric arteries. This analysis also identified *Sphk1* as one of the members of the highest number of gene sets enriched in mesenteric arteries following Ang II infusion (Table 1). 

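Sphk1 was the only gene that passed in the mesenteric arteries among those Table 1 lists for this vessel, with a 1.56-fold rise. The other 9 had log2 fold changes between −0.09 and 0.23. Mast2, a microtubule-associated kinase, and Apbb1, an adaptor of the amyloid precursor protein, had log2 fold changes of 0.23 (standard error 0.11, adjusted p = 0.312) and 0.23 (standard error 0.09, adjusted p = 0.258). Inhba, which encodes an activin subunit, had a log2 fold change of 0.19 (adjusted p = 0.472), and Ccdc88a, an actin-binding protein, of 0.18 (adjusted p = 0.296). Igfbp3, Cdc23, Ppp5c and Anapc5 had log2 fold changes of 0.12, 0.11, 0.08 and 0.07, and the translation factor Eif5a of −0.09 (adjusted p = 0.709). Probes of the same gene differed. The other probes of Eif5a had log2 fold changes of 0.16 (adjusted p = 0.358) and 0.09, and a second probe of Igfbp3 of 0.33 (adjusted p = 0.113). Further probes of Mast2, Anapc5 and Ppp5c reached 0.28, 0.26 and 0.18, and none passed.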

Importantly, *Sphk1* gene was also among the 3 genes that changed in response to Ang II in all three vascular beds and among genes affected by Ang II infusion globally i.e. irrespectively of tissue type (Fig. 1b,c).

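Sphk1, the kinase that makes sphingosine-1-phosphate, rose with AngII in all 3 vessels. In the thoracic aorta its signal was 8.88 ± 0.26 log2 units (SD, n = 3 pools) with AngII and 7.13 ± 0.09 (SD, n = 3) with Sham, a 3.36-fold rise (log2 fold change 1.75, standard error 0.13, adjusted p = 0.000163). In the abdominal aorta it was 8.00 ± 0.20 (SD, n = 3) and 7.05 ± 0.07 (SD, n = 3), a 1.94-fold rise (log2 fold change 0.95, standard error 0.13, adjusted p = 0.0146). In the mesenteric arteries it was 7.85 ± 0.26 (SD, n = 6) and 7.21 ± 0.18 (SD, n = 5), a 1.56-fold rise (log2 fold change 0.64, standard error 0.13, adjusted p = 0.049). Every AngII array lay above every Sham array of the same vessel (two-sided exact permutation tests, p = 0.1, 0.1 and 0.00216, the smallest that these numbers of arrays allow). The rise was larger in the thoracic aorta than in the mesenteric arteries by 1.11 log2 units (standard error 0.20, adjusted p = 0.00094), and the difference between the aortic compartments did not pass (0.79, standard error 0.23, adjusted p = 0.147). Over all 23 arrays with adjustment for tissue, Sphk1 had a log2 fold change of 1.01 (standard error 0.12, adjusted p = 8.36e-05) and the fourth smallest p of 20585 transcripts. The abdominal call was lost with the authors' normalized values (adjusted p = 0.0653, in a range of 0.00081 to 0.109 over the alternatives) and without each of 4 of the 6 arrays, 1 AngII and 3 Sham, the one rich in muscle transcripts among them (adjusted p up to 0.0831). The mesenteric call was lost with the authors' values (adjusted p = 0.0517), without each of 10 of the 11 arrays (adjusted p up to 0.122) and without the 3 arrays rich in pancreatic transcripts (adjusted p = 0.144, in a range of 0.00758 to 0.144 over the alternatives), and the log2 fold change was 0.55 to 0.70 without single arrays.
Of 29 measured genes of sphingosine-1-phosphate and ceramide metabolism, 5 rose in the thoracic aorta and none fell (5 and 0 adjusted over the list alone, adjusted p = 0.0634 from camera and 0.00375 from fry, and adjusted p = 0.22 with an estimated correlation), namely Sphk1, the receptor S1pr2 by 0.54 (adjusted p = 0.00622), the phosphatase Plpp1 by 0.46, the lyase Sgpl1 by 0.39 and the sphingomyelin synthase Sgms2 by 0.45, the last chosen after its values were seen. Among all 10955 genes tested there, 1154 rose and 878 fell. The list holds Sphk1, which the paper picked from these arrays, so its counts and tests are not independent evidence for that gene. A second probe of S1pr2 did not pass (0.39, adjusted p = 0.0829). In the other vessels Sphk1 was the only one that passed, and the list had an adjusted p of 0.132 from camera and 0.0231 from fry in the abdominal aorta and of 0.693 and 0.793 in the mesenteric arteries. Mfap4, a microfibril protein, rose in the thoracic and abdominal aorta by 0.58 and 0.62 (adjusted p = 0.00472 and 0.0322), and its log2 fold change of 0.41 in the mesenteric arteries had an adjusted p of 0.081 (0.0165 to 0.232 over the alternatives). The abdominal call of Mfap4 was lost without each of 5 of the 6 arrays (adjusted p up to 0.137). Srpx, a secreted sushi repeat protein, rose in the thoracic aorta by 0.98 (adjusted p = 0.000409), with 0.40 (adjusted p = 0.142) and 0.12 (adjusted p = 0.501) in the abdominal aorta and mesenteric arteries. A second probe of Srpx passed in both aortic compartments (0.83, adjusted p = 0.00358, and 0.64, adjusted p = 0.0347), and in the mesenteric arteries it had a log2 fold change of 0.28 (adjusted p = 0.0783). The abdominal call of Srpx was lost with the authors' values, without background correction, without a filter and with brown fat markers as a covariate. It was also lost without each abdominal array except AngII replicate c. The probe of Sphk1 was the 1 of 20585 that passed in all 3 vessels. It remained so without each of 9 of the 23 arrays, none did without each of 11, and without each of 3 mesenteric AngII arrays it was another gene (Igfbp2 in 2 cases, Plod2 in 1), as it was with cyclic loess (Igfbp2). The fit over all arrays called 2205 transcripts, 1121 higher and 1084 lower, and Mfap4 had the third smallest p (log2 fold change 0.51, adjusted p = 8.36e-05). From its membership in many of the pathways altered in hypertension, its induction in the major arteries and its place among the genes common to the vascular areas, the paper derives the hypothesis that Sphk1 matters for vascular function, the rise in blood pressure and cardiac hypertrophy.

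**Figure D3:**
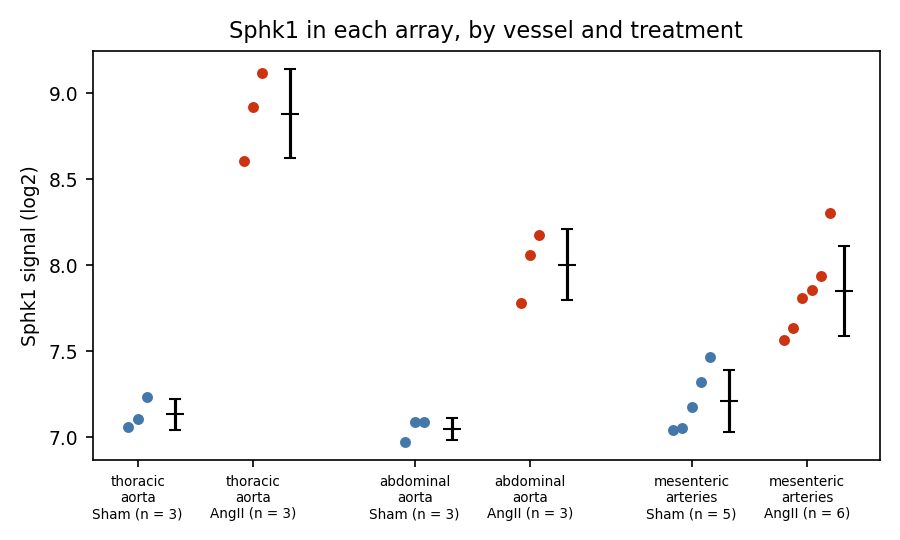
Sphk1 signal (log2) on each of the 23 arrays by vessel and treatment. Points are arrays, blue for Sham and red for AngII, and bars give the mean and SD of each group. The AngII arrays lie above the Sham arrays in each vessel, with means of 8.88, 8.00 and 7.85.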

### *Sphk1* expression and activity in vasculature

Subsequent real-time PCR confirmed the above findings and showed a significant induction of *Sphk1* mRNA expression in all vascular compartments studied, while no significant effects of Ang II on *Sphk2* expression *in vivo* were observed (Fig. 2a). These increases translated into a significant increase in protein levels as exemplified by Western blotting (Fig. 2b and Supplementary Figure 1a,b). We observed a significant, yet modest, 1.8x increase in *Sphk1* mRNA expression in hearts of Ang II-infused mice as compared to control. This induction could not be confirmed using Western Blot analysis (Supplementary Figure 1b,c).

Moreover, induction of vascular *Sphk1* mRNA by Ang II infusion persisted when blood pressure raise was reduced by 76% by administration of hydralazine (Fig. 2c), indicating that increases observed were not a simple result of blood pressure raise but were likely caused by direct actions of Ang II *in vivo*.

The above observations were accompanied by a significant, 2.8x increase in sphingosine kinase activity as well as moderate increment in sphingosine-1-phosphate (S1P) concentration (Fig. 2d) in aortic homogenates of AngII-infused mice as compared to Sham control respectively.

An independent experiment focusing on different layers of thoracic aorta showed that Ang II effects on *Sphk1* expression *in vivo* were more pronounced in the media layer (Induction Fold (IF) = 14.2, p < 0.05) as compared to adventitia layer (IF = 3.6, p = 0.077) or endothelial cell -enriched fraction representing intima (IF = 4.5, p < 0.05, Fig. 2e). In baseline conditions expression of *Sphk1* was 3.2x and 18.1x higher in the media layer as compared to adventitia or intima respectively (Fig. 2e).

### Effects of chronic S1P infusion on vascular function *in vivo*

AngII-induced hypertension was accompanied by a significant increase in plasma S1P level in wild-type (WT) mice (Fig. 3a,b). Therefore we studied the effects of chronic S1P delivery in normotensive mice *in vivo*. Chronic S1P infusion resulted in a 35% increment in plasma S1P level that was accompanied by a moderate, yet not significant increase in SBP by 10 mmHg *in vivo* (p = 0.35). S1P infusion resulted in significantly elevated degree of endothelial dysfunction and vascular contractility in mesenteric arteries (Supplementary Figure 2a–c).

### *Sphk1* deficiency and hypertension development *in vivo*

There was no significant difference in baseline blood pressure between *Sphk1*^−/−^ and WT mice (Fig. 3a). However, upon infusion of Ang II, *Sphk1*^−/−^ mice developed significantly less severe Ang II-induced hypertension *in vivo* as compared to WT mice (Fig. 3a). Importantly, no significant difference in heart rate was observed at both baseline conditions and upon Ang II infusion between WT and *Sphk1*^−/−^ mice (data not shown). Following 14-days AngII infusion period *Sphk1*^−/−^ mice developed less severe cardiac hypertrophy as compared to WT mice (Heart to body weight ratio for Ang II vs. Sham groups: 5.9 ± 0.22 mg/g vs. 5.5 ± 0.15 mg/g (p = 0.15) in *Sphk1*^−/−^ mice and 6.8 ± 0.21 mg/g vs. 5.8 ± 0.21 mg/g (p < 0.05) in WT mice). This was confirmed by an analysis of cardiomyocyte size (Supplementary Figure 3a,b). Further analyses revealed that effects of Ang II on fibrotic changes in the heart as well as IMT of cardiac arteries were similar in WT and *Sphk1*^−/−^ mice (Supplementary Figure 3c,d).

### Effects of AngII and *Sphk1* deficiency on S1P level and expression of S1P receptors *S1pr1* and *S1pr2*

*Sphk1*^−/−^ mice were characterized by 2–3x lower S1P plasma level as compared to WT mice (Fig. 3b) and approximately 30% ± 3% (p < 0.05) lower Sphk activity in the aorta. No significant compensatory effect of *Sphk1* deletion on *Sphk2* expression in vasculature was observed (data not shown). No significant effects of Ang II infusion or *Sphk1* deletion on *S1pr1* expression were observed (Fig. 3c). However, expression of this receptor was significantly higher in mesenteric arteries as compared to the thoracic aorta in both WT and *Sphk1*^−/−^ mice (Fig. 3c). We observed a significant induction of *S1pr2* expression in hypertensive WT mice as compared to normotensive WT mice in thoracic aorta (Fig. 3d). A similar trend (p = 0.07) regarding effect of AngII infusion was present in *Sphk1*^−/−^ mice as well (Fig. 3d). Similarly, to *S1pr1*, expression of *S1pr2* was significantly higher in mesenteric arteries as compared to the thoracic aorta in WT mice (Fig. 3d). Expression of *S1pr3* in the aorta could not be detected in vessels studied.

### Effects of *Sphk1* deficiency and pharmacological modulation on vascular contractility.

Pre-incubation of WT thoracic aorta with S1P significantly increased vasoconstriction of aortic rings in response to phenylephrine (Phe) (Fig. 4a). This effect was also observed in mesenteric arteries and was also evident in vessels isolated from *Sphk1*^−/−^ mice (data not shown). On the contrary, *Sphk1* knockout led to a blunted increases in aortic and mesenteric arteries contractility to Phe and noradrenaline (respectively) in Ang II – hypertensive mice (Fig. 4b,c). In order to address this further, we studied the effects of S1P pathway modulators on vascular function *ex vivo*. Pre-incubation of mesenteric arteries with either Sphk1 inhibitor PF-543 or S1PR2 antagonist (JTE-013), significantly reduced Ang II-induced contraction *ex vivo* (Fig. 4d). Further tests performed on aortic rings showed that these inhibitory effects of JTE-013 on vessel contraction were dose-dependent and significant at a concentration of 100 nM (Supplementary Figure 4a).

### Effects of *Sphk1* deficiency on endothelial function and vascular superoxide anion production

Lack of *Sphk1* was associated with a significant reduction of vasorelaxation in response to acetylcholine (Ach) in aortas of Ang II-infused mice (Fig. 5a) when compared to WT aortas from Ang II-infused mice. A similar trend was observed in mesenteric arteries (Fig. 5b). No differences in sodium nitroprusside (SNP)-induced vasodilation between WT and *Sphk1*^−/−^ mice were observed (Supplementary Figure 4b,c). While *Sphk1*^−/−^ was linked to concomitant enhancement of endothelial dysfunction with opposing decreased vascular contractility and moderately reduced blood pressure, it had no significant effect on intima media – thickness hypertrophy in Ang II-induced hypertension (Fig. 5c,d).

Significantly elevated *CYBB* (encoding Nox2 NADPH oxidase) expression in hypertensive *Sphk1*^−/−^ mice as compared to hypertensive WT mice, both in the aorta and mesenteric arteries, was observed (Supplementary Figure 5a). No significant changes in *Nox1* or *Nox4* expression between *Sphk1*^−/−^ and WT mice were observed (data not shown). AngII infusion significantly elevated production of superoxide anion in both *Sphk1*^−/−^ and WT mice. However, this increment was significantly higher in *Sphk1*^−/−^ mice as compared to WT mice (Supplementary Figure 5b). Similar experiments performed on aortic homogenates using fluorescent dihydroethidium (DHE) marker, showed a similar trend of association which was not significant (p = 0.22, for comparison of hypertensive *Sphk1*^−/−^ vs WT mice).

In summary, results obtained using *Sphk1*^−/−^ model and acute pharmacological modulation indicate that S1P generated via Sphk1 pathway exerts pro-contractile effects within vascular smooth muscle cells (VSMC) and an opposing protective role on the level of endothelium function.

### Serum S1P levels and vascular function in humans

Serum S1P level significantly correlated with impaired endothelial function (lower ln (Reactive Hyperemia index-RHI)) and higher aortic systolic pressure (ASP) levels, in patients with cardiovascular risk, assessed by EndoPAT and SphygmoCor respectively. At the same time, serum S1P was not significantly associated with age, sex or smoking status. No significant correlation between S1P and absolute office SBP, DBP, IMT, pulse wave velocity (PWV) or augmentation index (AIx) was observed (Table 2). Analysis of dichotomized variables showed that subjects with abnormal lnRHI (n = 20) or AIx (n = 19) level had significantly higher S1P level (respectively median of 22.3 (IQR:18.6–25.2) μM and 22.3 (IQR:16.8–25.5) μM) as compared to the rest of subjects (respectively median of 19.4 (IQR:16.2–22.6) μM and 19.5 (IQR:16.2–22.8) μM). No such association existed for dichotomized PWV level, confirming links of S1P to endothelial function rather than vascular stiffness.

## Discussion

Bioinformatical analysis of data obtained via transcriptome profiling, employed in the current study, identified *Sphk1* as one of the key modulators of Ang II-dependent vascular dysfunction *in vivo*. While numerous genes are altered during the development of Ang II-dependent hypertension, only *Sphk1, Srpx* and *Mfap4* were common for different vascular areas studied. Sphk1 was identified as a member of numerous key biological pathways significantly altered in hypertension and its expression was induced in major arteries following Ang II stimulation *in vivo*. Therefore we postulated that *Sphk1* would play a critical role in the regulation of vascular function, BP increase, and consequently cardiac hypertrophy in hypertension. Indeed, using *Sphk1*^−/−^ mice we observed that *Sphk1* is causally linked with BP elevation upon chronic Ang II infusion*. Ex vivo* and *in vivo* experiments showed that diminished vascular contractility is a possible mechanism contributing to a partial protection from Ang II-induced hypertension in mice lacking *Sphk1*. Surprisingly, the reduction of BP increase was only moderate and was not associated with a significant reduction of vascular dysfunction characterized by intima-media hypertrophy. Further studies have identified that in opposition to overall protection from hypertension and decreased vascular contractility, endothelial dysfunction was significantly aggravated in *Sphk1*^−/−^ mice. These results clearly point to the critical but very complex role of Sphk1 in the pathogenesis of Ang II-dependent hypertension and vascular dysfunction.

S1P is a lipid signaling molecule with numerous functions in vascular homeostasis, including signal transduction, mediating proliferation and migration of endothelial cells (EC), VSMCs and cardiac myocytes^21^ with a possibly clinically relevant role in human diseases such as pulmonary hypertension or abdominal aortic aneurysm^22^,^23^. It acts via 5 known receptors and S1PR1, S1PR2 and S1PR3 are predominant in the cardiovascular system^21^. *Sphk1* plays a critical role in the generation of S1P and *Sphk1*^−/−^ mice are characterized by a systemic reduction in Sphk1 activity and depletion of S1P^24^,^25^. Identification of Sphk1 as a key member of numerous pathways altered in hypertension, caused by chronic Ang II infusion, is important, as it is in line with the previous report by Wilson and colleagues who found *Sphk1*^−/−^ mice to be protected against 2-weeks model of Ang II-induced hypertension^26^, which was not confirmed in the acute model of Ang II injection^27^. In the current study, we found a somewhat smaller reduction in BP raise in *Sphk1*^−/−^ mice following chronic Ang II infusion as compared to the previous study^26^, which could be caused by a slightly lower dose of Ang II-infused.

We believe that a moderate reduction in BP raise in *Sphk1*^−/−^ mice observed by us is caused by opposing effects of S1P in the VSMCs and ECs. Previous studies have identified possible mechanisms of pro-hypertensive effects of Sphk1 including intracellular role of S1P in calcium entry via targeting store operated calcium channels^26^. Our data may support and extend these findings, since we observed both, *in vivo* and *ex vivo*, a lower contraction of vessels with lower activity of Sphk1 in response to Phe as compared to vessels with normal Sphk1 activity. This indeed suggests Sphk1-mediated Ca^2+^ handling, since receptor-mediated membrane depolarization includes engagement of voltage-dependent calcium channels and the previous study demonstrated that S1P can activate CREB transcription factor via indirect Ca^2+^ influx due to inhibition of voltage-gated K^+^ channels in VSMCs^28^. We attempted to further identify downstream molecular targets responsible for a lower contractile response in vessels with diminished Sphk1 activity. We found that blocking S1PR2 receptor lowers both aortic and mesenteric arteries contraction in response to various stimuli. Since there is an ongoing debate concerning the specificity of antagonizing S1PR2 by JTE-013, which may have off-site effects especially in micromolar concentration^29^,^30^, we addressed this issue by testing different doses of JTE-013 and found that nanomolar concentrations of this antagonist reduce vascular contraction as well. However this effect likely disappears below 10 nM concentration of JTE-013, thus there is a need to develop a specific S1PR2 antagonist, which would facilitate studies on a role of this receptor in vessel contraction. The potential role of S1pr2 in AngII-mediated impairment of vascular function is further supported by the observed induction of expression of this receptor in the aorta of WT Ang II-infused mice, which consequently may partially mediate Ang II effects *in vivo*. Interestingly, *S1pr2*^−/−^ mice have similar BP as compared to WT controls in basal conditions^31^. However, contractile responses of vessels of *S1pr2*^−/−^ mice to KCl or Phe are impaired *ex vivo* and *in vivo* stimulation of *S1pr2*^−/−^ mice with Phe unravels lower mesenteric and renal vascular resistance and a lower mean arterial pressure as compared to WT animals^31^.

However, our study reveals the complexity of the effects of Sphk1 on the regulation of endothelial function as well. While in VSMCs S1P-dependent calcium alterations may regulate contractility via store-operated Ca^2+^ channels^26^ and S1pr2^31^, in endothelium its effects may be completely different. Our findings in *in vivo* hypertension model suggest that S1P may be an important marker of endothelial dysfunction. Experiments using *Sphk1*^−/−^ mice suggest that lack of *Sphk1* and low plasma S1P level associates with impaired endothelial function. On the other hand, hypertensive WT mice display elevated S1P level, thus we tested *in vivo* effects of chronic S1P delivery. We found that elevation of S1P plasma level associates with significant impairment of endothelial function as well as with increased vessels contractility. It is of future interest to address exact mechanisms of this finding, which, among others, may include abnormal activation of S1prs in vascular media responsible for vessel contraction and internalization or degradation of S1pr1 in endothelium due to high S1P level^32^. It has been shown that genetic or pharmacological inhibition of S1pr1 or S1pr3 does not impair Ach-induced relaxation^33^,^34^. On the other hand, agonists of S1prs such as Fingolimod or S1P may display vasorelaxant properties only when S1pr1 and S1pr3 are active^33^,^34^. Previous studies showed that sphingosine kinase promotes phosphorylation and activation of endothelial nitric oxide synthase especially via S1pr1 receptor, and associated MAPK and PI3K/Akt pathways, in order to counteract Ang II effects and to mediate various processes such as angiogenesis^35^,^36^,^37^. Moreover, stimulation of S1pr1 receptor with specific S1pr1 agonist SEW2871 *in vivo* may lower BP in Ang II-induced hypertension^33^.

As recently shown by Cantalupo and colleagues, endothelial sphingolipid metabolism remains under control of Nogo-B transcription factor, which inhibits expression of serine palmitoyltransferase that participates in the synthesis of sphingolipids *in vivo*^33^. Mice lacking Nogo-B in endothelium were protected against Ang II-induced hypertension and endothelial dysfunction, which was not the case for mice lacking Nogo-B in VSMC that were only partially protected against Ang II-induced hypertension^33^. The latter effect could be explained by a reduced myogenic tone in VSMC-Nogo-B deficient mice. These various effects of inhibition of sphingolipid synthesis on vascular contractility or endothelial function can possibly explain relatively moderate, yet significant, effect of *Sphk1* deletion on blood pressure raise in Ang II-induced hypertension in the current study, which, in our opinion, deserves further investigation. Creation of VSMC and EC-specific *Sphk1*^−/−^ mice would be of high value to dissect the role of this kinase in vascular function *in vivo*.

Recent work of Tölle and co-workers demonstrated that S1P plays a role in activation of human eNOS since both S1PR1 and S1PR3 were essential for eNOS activation in human endothelial HUVEC cells^38^. However, results from clinical studies on Fingolimod show that agonism of S1P receptors transiently lowers heart rate and SBP while a chronic treatment may increase SBP by 1–3 mmHg^39^. These effects could be attributed to the agonism and functional antagonism of Fingolimod towards S1PR1^39^. To translate our findings into human population we quantified S1P level in a cohort of 82 subjects and found that S1P correlates with a worse endothelial function, as measured by lnRHI parameter. Moreover, an association of S1P level with ASP and AIx suggests that S1P may be a marker of vascular stiffening, although, no correlation was found with a PWV as the main indicator of arterial stiffness. It remains to be explored whether there is a causal relationship between S1P and the above parameters in prospective studies. Moreover, there is a need to confirm these findings in larger, prospective cohorts as well as in cohorts derived from a general population.

Our study also showed for the first time lower cardiac hypertrophy and changes in aortic superoxide anion production following Ang II infusion in *Sphk1*^−/−^ mice. Therefore it opens another possible mechanism of end-organ protection in hypertension. Reduction in cardiac hypertrophy may reflect lower systolic blood pressure but the extent of protection suggests additional mechanisms. Indeed S1P has been reported to be involved in cardiac hypertrophy and defect in models of heart failure^40^. Reactive oxygen species and especially superoxide anion are known to impair endothelial function and contribute to vascular pathology^41^. Several sources of superoxide anion in vasculature have been identified so far and include uncoupled eNOS^42^ or NADPH oxidases, among which NOX1 and NOX2 are thought to contribute to vascular pathology the most significantly^41^. Although studies linking S1P pathway with Nox2-mediated vascular redox imbalance *in vivo* are limited, it has been shown that sphingosine kinases regulate Nox2 activity via intracellular calcium store depletion and further S100A8/A9 translocation in neutrophils^43^. Our study suggests that there is a higher expression of *Nox2* NADPH oxidase in both aortic and mesenteric compartments of hypertensive *Sphk1*^−/−^ mice as compared to WT mice. This may result in abnormally elevated level of superoxide anion production in *Sphk1*^−/−^ mice in hypertension, yet our data only partially confirm this hypothesis. Since we did not find a significantly different level of superoxide anion production between hypertensive *Sphk1*^−/−^ and WT mice using DHE-based method, further work is required to determine effects of *Sphk1* deficiency on redox balance in vascular tissues.

While we have focused on *Sphk1* as a key driver of several pathways modified in Ang II-induced hypertension, our study has identified several genes and can provide a reference for future in-depth studies. The availability of expression of the whole transcriptome allowed many types of analytical strategies to be employed in order to find genes important for the development of Ang II-induced hypertension. *Sphk1* was identified via gene set and a subsequent leading edge analyses, however, this type of analysis identified other genes that possess a known, important a role in BP regulation and vascular biology. T-cadherin (*Cdh13*), which was present in the highest number of significantly Ang II-affected gene sets in the thoracic aorta, is known to serve as an adiponectin receptor providing cardioprotective functions^44^. Variations in *CDH13* locus were also associated with metabolic syndrome, adiponectin levels and BP in humans^45^,^46^. Superoxide dismutase 1 (*Sod1*), identified as a 3^rd^ top gene in our leading edge analysis, degrades superoxide anion to peroxide. *Sod1*^−/−^ mice have impaired vascular remodeling due to low NO bioavailability^47^, and SOD1 is highly expressed and functionally important in human vasculature^48^. An attempted follow-up of the loci known to associate with BP in GWAS^3^, identified subunits of soluble guanylate cyclase and *Cnnm2* among transcripts that expression was the most significantly different between hypertensive and normotensive mice. Soluble guanylate cyclase is a sensor of NO in VSMC, sensitive to Ang II stimulation, and its function in the regulation of BP is well established^49^,^50^, while Cnnm2 is relatively less studied in the context of hypertension and may be involved in maintaining Mg^2+^ balance in blood vessels^51^. Of importance variations in the coding region of *S1PR1* locus has been recently investigated in a large cohort with respect to their functional role^52^. Interestingly, one rare variant was associated with protection from coronary artery disease, which implicates that variations in the function of S1P-S1PR1 pathway may be of clinical significance.

In summary, vascular transcriptome profiling employed in the present study, allowed to identify gene causally related to the development of vascular dysfunction *in vivo*. S1P pathway stimulation in endothelium protects against vascular dysfunction, however, inhibition of S1P pathway in VSMC decreases vasoconstriction and is likely responsible for the observed lower BP in *Sphk1*^−/−^ mice following Ang II infusion, independently of endothelial function. Further studies are needed to explore the role of S1P in vascular redox balance in Ang II-induced hypertension. Modulation of the Sphk1 activity as well as targeting S1P receptors may provide a promising strategy for future studies aiming to prevent development of severe hypertension.

## Methods

### Chemicals

Ach, Phe, SNP, hydralazine hydrochloride, lucigenin, noradrenaline, and Ang II used for induction of hypertension *in vivo* were purchased in Sigma-Aldrich (Germany). Prostaglandin F2α (PGF2α), JTE-013 (S1PR2 antagonist), S1P, and Sphk1 inhibitor PF-543 were purchased in Cayman Chemical (USA).

### Experiments *in vivo*

Male C57BL/6J (n = 24) mice were used to assess the effects of chronic Ang II infusion on vascular transcriptome profile. All mice were bred in SPF animal facility. *Sphingosine kinase 1* knockout (*Sphk1*^−/−^) (stock No: 019095) and appropriate WT control mice (stock No: 005304; C57BL/6NJ) were obtained from Jackson Laboratory. Twelve-week-old mice underwent either sham or Ang II (490 ng/min/kg s.c.) treatment for 14 days, via a surgically implanted osmotic minipump (Alzet Model 2002, Alzet Corporation, CA, USA)^8^,^26^. Sham treatment involved infusion of the vehicle for Ang II. During treatment, all mice underwent non-invasive blood pressure measurement by tail-cuff plethysmography (Visitech BP 2000 BP Analysis System), following a period of training before commencement of the treatment protocol^8^. Two weeks after pump implantation mice were sacrificed and tissues, i.e. aorta, 2^nd^ and 3^rd^ order branches of superior mesenteric artery and heart were collected. Genotype of *Sphk1*^−/−^ mice was confirmed using real-time PCR and specific primer/probe set targeting *Sphk1*. To investigate the dependence of studied *Sphk1* responses to initial BP elevation, in a subset of animals hydralazine was co-administered ad libitum in drinking water at an approximate 5 mg/kg/day dose^53^. Mice received hydralazine for two weeks starting 1 day before osmotic minipump implantation. Effects of chronic S1P infusion on vascular function and BP were tested in normotensive mice receiving S1P solution in osmotic minipump for 12 days at a 300 nmol/kg/day dose. All experiments were performed according to relevant guidelines and Local Ethics Committee no. 1 in Kraków (Poland) approved the protocols employed (permissions no. 151/2012, 100/2013, 254/2015 and 157/2016).

### Transcriptome profiling

Isolated vessels were carefully cleaned of surrounding tissues and immediately placed in RNAlater solution (Ambion, USA). Two tissues of the same type and treatment status were pooled and RNA was isolated from such pools using Microarray RNEasy kit (Qiagen, USA), treated with DNAse I and quantified using Ribogreen reagent (Thermo Fisher Scientific, USA). Amplification and biotinylation of RNA were performed using Illumina Totalprep Amplification kit (Ambion, USA). The quality of RNA and cRNA was tested using Tapestation 2200 instrument (Agilent, USA), which resulted in the removal of samples not fulfilling quality criteria. Hybridization of cRNA to an Illumina WG-6 v.2.0 chip was performed according to the manufacturer protocol. Arrays were scanned on HiScan scanner (Illumina, USA). Recent GWAS that identified 29 loci associated with BP^3^ was used to check for an overlap between these loci and transcripts identified as significantly down- or upregulated in the current study. Transcriptomic data have been uploaded to the GEO server (series no. GSE75815).

### Quantification of mRNA expression

Vascular RNA from selected tissues of WT and *Sphk1*^−/−^ mice was isolated using Microarray RNEasy kit (Qiagen, USA). In an independent experiment thoracic aortas of hypertensive and normotensive WT mice were mechanically separated into 2, adventitia and intima-media, layers using surgical dissecting forceps under microscope without enzymatic treatment. Intima-media layer was then briefly perfused with 300 μl of Qiazol (Qiagen, USA) from the inside and the resulting eluate represented endothelial-enriched RNA fraction used for RNA isolation. The latter was characterized by, on average, 45x higher expression of *Platelet/endothelial cell adhesion molecule 1 (Pecam1)*, 15x higher expression of *Nitric Oxide Synthase 3 (Nos3)* and 140x lower expression of *Alpha 2 Actin (Acta2*) as compared to the remaining intima fraction. Reverse transcription was performed using 400 ng of RNA using High Capacity cDNA reverse transcription kit (Applied Biosystems, USA). Real-time PCR reactions were performed on the 7900HT instrument (Applied Biosystems, USA) using commercially available TaqMan assays for *Sphk1, Sphk2, S1pr1*, and *S1pr3.* Expression of *S1pr2* was quantified using QuantiFast Probe Assay (Qiagen, USA). Normalized microarray expression data were used to test the stability of expression of 24 commonly used candidate genes using Normfinder ver. 0.953 software (Supplementary Table 2)^54^. In this way, *TATA box binding protein (Tbp*) was selected as a constitutive gene for all real-time PCR experiments due to a high number of probes present on a chip and high stability of expression across all tissues examined.

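Tbp, which encodes the TATA box binding protein of transcription initiation, varied little over the 23 arrays by its brightest probe. This probe had an SD of 0.10 log2 units, against a median SD of 0.23 over the transcripts tested, and its largest difference between group means was 0.11. The paper's own candidates were not at hand, so 24 reference genes were listed from common practice before the data were examined. They were ranked by SD and not with NormFinder. Of these, 18 had a probe that was tested, and by the SD of the brightest probe Tbp ranked second after the translation factor Eef1a1 (0.06). Gapdh and Actb had SDs of 0.13 and 0.15, and Hprt and B2m of 0.23 and 0.31. The other 3 Tbp probes had SDs of 0.15, 0.19 and 0.23. All 4 Tbp probes were detected on all 23 arrays, and none passed with AngII in any vessel, with adjusted p of at least 0.176 (lowest for a dimmer probe in the thoracic aorta, log2 fold change −0.23), which with so few arrays does not show that Tbp was unaffected. Within tissues the SD of Tbp was 0.10 (rank 2 of 18), and with the authors' normalized values 0.05 (rank 1, ahead of Eef1a1 at 0.08).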

### Western blotting

Immunoblotting was used to examine expression of Sphk1. Snap-frozen aortas, hearts and mesenteric arteries were homogenized in lysis buffer (in mmol/L: sodium pyrophosphate 50, NaF 50, NaCl 5, EDTA 5, EGTA 5, HEPES 10, Na_3_VO_4_ 2, PMSF 50, Triton 100 0.5%, and leupeptin, aprotinin and pepstatin, all 1 mg/mL). Proteins extracted from each lysate (30 μg) were separated by electrophoresis on 12% SDS polyacrylamide gel, and transferred to a nitrocellulose membrane. For immunoblotting, nonspecific binding sites were blocked with 5% Bovine Serum Albumin in Tris-buffered saline solution for 1 hour at room temperature. Membranes were then incubated with specific antibodies (anti-Sphk1 (Cell Signalling, no. 3297), anti-α-tubulin (Abcam, no. ab4074), anti-GAPDH (Abcam, no. ab8245) or anti-β-actin (A5441, Sigma-Aldrich) overnight at 4 °C (TBS-T, 5% BSA). After incubation with secondary antibodies for 1 hour at room temperature, signals were revealed with fluorescence using IRDye^®^800CW donkey anty-rabbit secondary antibodies and quantified densitometrically with Odyssey ClX Imaging system and Image Studio Lite (ver. 5.2) software.

### Vascular function studies

Vascular reactivity was measured using 750 TOBS instrument (DMT, Denmark) in isolated 2 mm segments of the aorta in organ chambers as previously described^8^. Contraction of 2 mm aortic segments in response to increasing concentrations of Phe was tested. Endothelium-dependent relaxations to Ach was measured in similar segments of the aorta in organ chambers as reported^8^. In some experiments mesenteric arteries were pre-incubated for 30 min. in KREBS buffer containing 5 μM of JTE-013 or 100 nM PF-543, while control rings were incubated with vehicle (0.1% DMSO). Experiments concerning mesenteric arteries and their contraction in response to Ang II or noradrenaline and relaxation in response to Ach were performed using 610 M myograph (DMT, Denmark).

### Vascular superoxide production

Superoxide production was measured using lucigenin-enhanced chemiluminescence (LgCL). The harvested aortic segments, stored on ice, were cut open to expose endothelial surface and equilibrated for 30 min in aerated Krebs-HEPES buffer at 37 °C. LgCL from intact vessels was measured in 2 ml buffer containing lowconcentration lucigenin (5 μM) using Berthold FB12 luminometer. Superoxide production was expressed as relative light units (RLU) per second per mg of dry weight of the vessel. An alternative, DHE-based method was used to quantify superoxide anion production in aorta homogenates of AngII-infused WT and *Sphk1*^−/−^ mice (n = 5 for both groups)^55^. Fluorescence measurements were performed in 37 °C using Synergy H4 instrument. Protein content in homogenates was normalized using Bradford reagent.

### Heart and aorta histology

Aortas and hearts were fixed using formalin solution and stored in 70% EtOH. Fixed tissues were stained using Masson’s trichrome (Sigma-Aldrich, Germany) according to the manufacturer protocol. ImageJ (ver. 1.49)^56^ was used to quantify intima-media thickness (IMT) in cross-sectional sections of aorta and area of cardiomyocytes in cross-sectional sections of hearts. We also quantified IMT of cardiac arteries of similar size in the left ventricle (diameter of approximately 100 μm; 1–2 arteries per heart) and percent of fibrotic changes in heart sections using ImageJ.

### Quantification of S1P level and Sphk activity

Mouse aortas were homogenized for 10 min. in lysis buffer with protease inhibitor cocktail in TissueLyser LT bead mill (Qiagen, USA). Homogenates were centrifuged for 10 min. (6000 g) and resulting supernatant was used to quantify sphingosine kinase activity using ATP depletion assay according to the manufacturer’s instructions (Echelon Biosciences, USA). Amount of total protein in supernatants was quantified with Bradford reagent (Sigma, Germany) and normalized. Mouse blood was collected from right ventricle using heparin as an anticoagulant. Plasma was collected after 10 min. of centrifugation at 2000 g. Level of S1P in mouse plasma, mouse aortic homogenates (prepared as described above) and human serum was quantified using competitive ELISA test according to the manufacturer instructions (Echelon Biosciences, USA).

### Patients characteristics

Eighty two patients (Supplementary Table 3) were recruited in the J. Dietl Hospital in Kraków (Poland) and E. Szczeklik Hospital in Tarnów (Poland). Inclusion criteria included age (40–80 years), at least one, documented and conventional, risk factor to develop atherosclerosis and patient’s informed consent to participate in the study. The most import exclusion criteria included: lack of patient’s consent, positive history of major cardiovascular/lung diseases (such as pulmonary hypertension, ischaemic heart disease, stroke, cancer, chronic heart failure, atrial fibrillation, COPD, bronchial asthma), positive inflammatory status (based on medical documentation or CRP level ≥10 mg/l), steroid or immunosuppressive therapy in the last 5 years, pregnancy, breastfeeding, alcoholism, menopause or post-menopausal period with use of hormonal therapy. RHI was assessed using EndoPAT device (Itamar Medical, Caesarea, Israel). RHI was natural log transformed and was analyzed as a continuous variable as well as binary variable according to the recommended cutoff point (i.e. lnRHI≥ or <0.51). AIx, PWV and ASP were assessed using SphygmoCor device (Atcor Medical Pty Ltd, Australia). PWV, AIx and ASP were analyzed as continuous variables as well as binary variables according to the cutoff points calculated by SphygmoCor software for absolute values normalized to age, sex, SBP, height and weight. Average IMT of the carotid artery was measured using ultrasound imaging. This study was conducted according to the Declaration of Helsinki and was approved by the Jagiellonian University Bioethics Committee (approval no. KBET/7/B/2014).

### Statistical analyses

Analyses of transcriptome profiles were performed in R (ver. 3.0.2) using lumi, limma and gplots packages^57^. RNA transcripts expression intensities were normalized using a robust spline normalization method. In order to find RNA transcripts globally affected by Ang II *in vivo* additional analysis comprising all samples with adjustment for tissue type was performed. Gene set enrichment analysis was performed using GSEA software (ver. 2.1.0) and Gene Ontology biological process set^58^,^59^. Subsequent leading edge analyses were performed on gene sets that were either significantly (FDR p < 0.05) enriched in hypertension (thoracic aorta) or showed normalized hypertension enrichment score >1.4 (mesenteric arteries). All remaining statistical analyses were performed in IBM SPSS statistics software (ver. 23). For comparison of the effects of Ang II on parameters in different groups of mice, we employed two-way ANOVA or Student’s t tests. Analysis of organ chamber experiments was performed using repeated measures ANOVA. Associations between S1P level and clinical parameters were tested using Mann-Whitney U test or Spearman’s correlation test. Data are presented as means ± standard error of the mean. P values < 0.05 were considered significant.

## Additional Information

**How to cite this article**: Siedlinski, M. *et al*. Vascular transcriptome profiling identifies* Sphingosine kinase 1* as a modulator of angiotensin II-induced vascular dysfunction. *Sci. Rep.* **7**, 44131; doi: 10.1038/srep44131 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
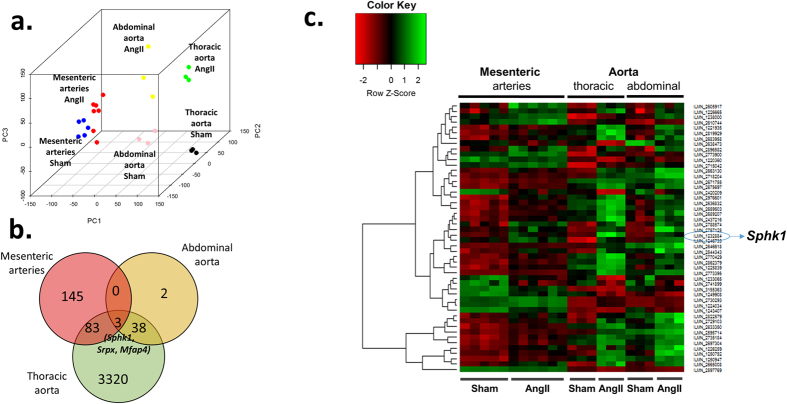
Principal component plot comprising all expressed RNA transcripts (**a**), differentially expressed RNA transcripts in all 3 tissue types (**b**) and heatmap of top 50 RNA transcripts affected by Ang II *in vivo* (**c**). (**a**) Top 3 principal components were calculated using expression intensities, normalized using robust spline normalization method, of approximately 16 000 RNA transcripts detected (detection p-value < 0.01) in all samples; (**b**) Three genes that expression is significantly changed in all 3 tissue types by Ang II infusion are depicted on Venn diagram, showing number of genes significantly affected by Ang II infusion *in vivo* in all 3 tissue types studied; (**c**) Heatmap depicts RNA transcripts most significantly affected by Ang II *in vivo* irrespectively of tissue type. *Srpx* = sushi-repeat containing protein, X-linked; *Sphk1/2* = Sphingosine kinase 1/2*; Mfap4* = microfibrillar-associated protein 4; PC = principal component.

**Figure 2:**
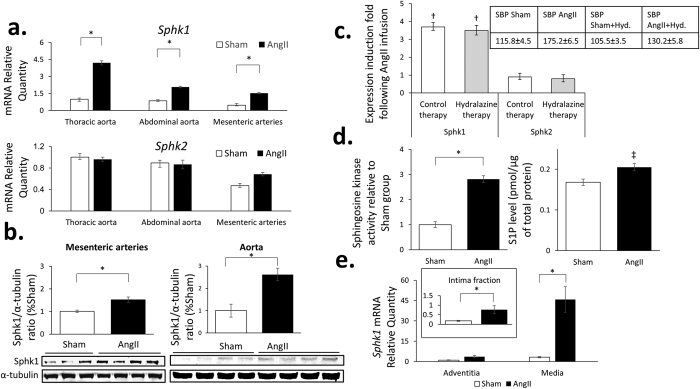
Sphk activity and expression of *Sphk* isoenzymes in the vasculature. (**a**) Expression of *Sphk1* and *Sphk2* mRNA analyzed by real-time RT-PCR normalized to the housekeeping *Tbp* gene in vascular compartments studied. *Sphk1/Sphk2* mRNA quantity is depicted relative to the expression observed in the thoracic aorta of Sham group (N = 6/group); (**b**) Sphk1 protein expression, studied by Western blotting in 2 independent experiments, in mesenteric arteries and aortic homogenates, that was normalized to α-tubulin n = 3–4/group. Detected bands and densitometric analyses are shown. Full-length blots are presented in Supplementary Figure 1; (**c**) Hydralazine (5 mg/kg/day) co-treatment effects on *Sphk1* and *Sphk2* mRNA expression in the thoracic aorta. Insert indicates changes of blood pressure upon Ang II and concomitant Ang II – Hydralazine treatment. n = 6/group; (**d**) Sphk activity (left) and S1P level (right) in thoracic aorta was quantified using ATP-depletion assay or competitive ELISA test respectively and results were normalized to a total protein content using Bradford reagent, n = 4–6/group; (**e**) Three layers of thoracic aorta were analysed in the context of *Sphk1* expression as depicted in the Methods section (n = 4/group). Results were normalized to the relative *Sphk1* expression in the adventitia of Sham group. *p < 0.05; ^†^p < 0.05 for *Sphk1* expression induction in AngII group vs. Sham; ^‡^p = 0.056 vs, Sham group; Tbp = TATA box binding protein; Sphk1/Sphk2 = Sphingosine kinase 1/2; Hyd = hydralazine.

**Figure 3:**
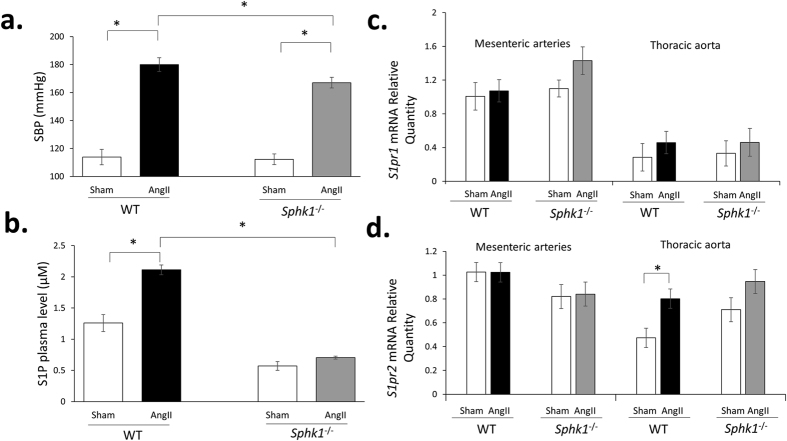
Systolic blood pressure level, plasma S1P level and expression of S1P receptors after 2 weeks of Ang II infusion in *Sphk1*^−/−^ and WT mice *in vivo.* (**a**) Average SBP after 2 weeks of infusion of AngII (490 ng/kg/min) is depicted. Mice underwent non-invasive blood pressure measurement by tail-cuff plethysmography (Visitech BP 2000 BP Analysis System), following a period of training before commencement of the treatment protocol, N = 5–6 for sham groups and n = 10 for AngII groups; (**b**) S1P level was quantified in plasma using competitive ELISA kit according to the manufacturer’s instructions (Echelon Biosciences, USA), n = 6/group; (**c**,**d**) Expression of *S1pr1 and S1pr2* was quantified in thoracic aorta and mesenteric arteries of normotensive and hypertensive WT and *Sphk1*^−/−^ mice and was normalized to the expression of *Tbp. S1pr1* and *S1pr2* mRNA quantity is depicted relative to the expression observed in the mesenteric arteries of Sham WT group (n = 6–8/group). Expression of the *S1pr3* receptor was not detected (Ct > 39 for all samples). *p < 0.05. Tbp = TATA box binding protein; S1pr1/S1pr2 = Sphingosine-1-Phosphate receptor 1/2; SBP = systolic blood pressure; S1P = sphingosine-1-phosphate.

**Figure 4:**
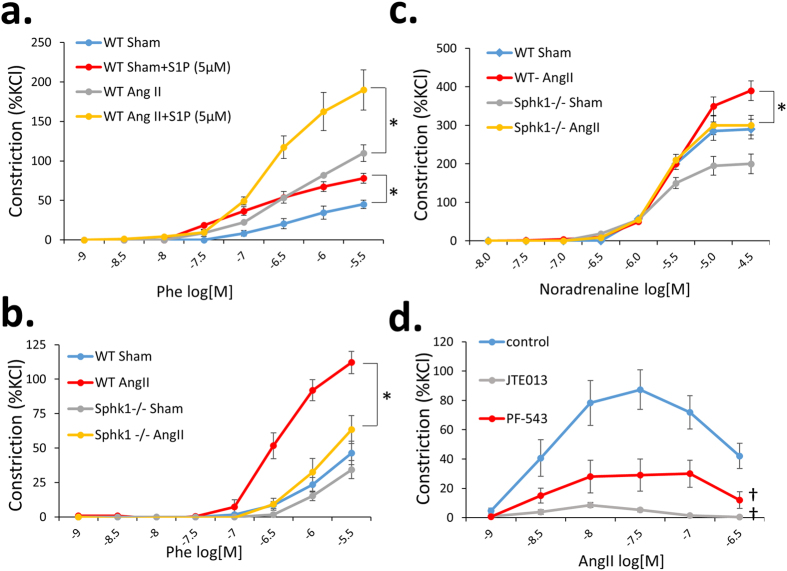
Contractile responses of the aorta and mesenteric arteries of WT and *Sphk1*^−/−^ mice and effects of pharmacological inhibition of S1P pathway on vessel contraction. (**a**) Tissue organ bath was performed using 2 mm aortic rings from WT mice preincubated for 5 min. with 5 μM S1P or with control buffer (n = 4/group); (**b**,**c**) Tissue organ bath was performed using 2 mm aortic rings (**b**) or 2^nd^ order mesenteric arteries (**c**) from WT and *Sphk1*^−/−^ mice with assessment of contractile force in response to Phe normalized to an initial KCl-induced contraction, n = 6/group; (**d**) Pharmacological studies on the effects of pre-incubation with 5 μM JTE-013 or 100 nM PF-543 on the contraction of WT Sham mesenteric arteries were performed using tissue organ bath, n = 4/group; *p < 0.05; ^†^p < 0.05 as compared to control group. Phe = phenylephrine; Ang II = angiotensin II; [M] = molar concentration.

**Figure 5:**
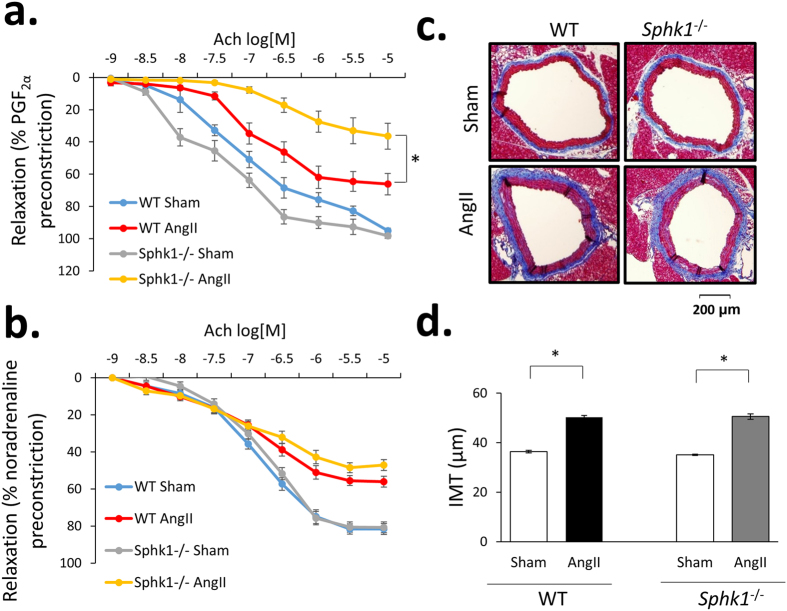
Effects of *Sphk1* deletion on endothelial function and intima-media thickness. (**a**,**b**) Tissue organ bath was performed using 2 mm aortic rings (**a**) or 2^nd^ order mesenteric arteries (**b**) from WT and *Sphk1*^−/−^ mice with an assessment of relaxation in response to increasing concentrations of acetylcholine. Vessels were precontracted using concentration of vasoconstricting agent (PGF2α or noradrenaline) required to achieve 90% of maximal contraction as determined by testing increasing doses of certain vasoconstrictor, n = 6/group; (**c**,**d**) Masson’s trichrome staining of representative aortas of WT and *Sphk1*^−/−^ mice (**c**) and comparison of mean IMT of all groups studied (**d**), n = 5 for Sham groups, n = 7 for AngII groups; *p < 0.05. WT = wild type; Ach = acetylcholine; SNP = sodium nitroprusside, [M] = molar concentration.

**Table 1:** Ten genes present in the highest number of gene sets most significantly enriched in hypertension in thoracic aorta and mesenteric arteries and their expression fold change in hypertensive mice as compared to normotensive mice.

Thoracic aorta				Mesenteric arteries			
Gene	Number of gene sets (out of 68)	log_2_FC	Expression change–FDR adj. p value	Gene	Number of gene sets (out of 36)	log_2_FC	Expression change–FDR adj. p value
*Cdh13*	30	0.595	0.0005	*Igfbp3*	9	0.17	0.11
*Sphk1*	29	1.221	0.0003	*Eif5a*	9	0.15	0.24
*Sod1*	29	0.191	0.0391	*Inhba*	8	0.19	0.39
*Thy1*	28	0.794	0.0013	*Mast2*	8	0.17	0.07
*Tgfb1*	22	0.284	0.0248	*Cdc23*	7	0.06	0.49
*Nme2*	21	0.283	0.0092	*Ccdc88a*	7	0.10	0.28
*Col4a3*	21	0.245	0.0278	*Sphk1*	7	0.40	0.04
*Vegfa*	20	0.330	0.0594	*Apbb1*	7	0.17	0.23
*Angptl4*	19	0.402	0.0426	*Anapc5*	7	0.18	0.17
*Htatip2*	18	0.835	0.0002	*Ppp5c*	6	0.09	0.41

log_2_FC = logarithm of Fold Change (hypertensive vs. normotensive mice).

**Table 2:** Serum S1P level and its correlations with various parameters of vascular function.

	Spearman’s R coefficient	p-value
LnRHI	−0.221	**0.046**
ASP	0.214	**0.049**
DBP	0.204	0.066
SBP	0.107	0.337
Average IMT	−0.044	0.696
PWV	−0.038	0.733
AIx	0.017	0.882

RHI = Reactive Hyperemia Index, AIx = Augmentation Index, ASP = Aortic Systolic Pressure, S1P = sphingosine-1-phosphate, IMT = intima-media thickness, PWV = pulse wave velocity.

How the deposited data were processed for this re-analysis (not part of the article)

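RNA was measured in thoracic aorta, abdominal aorta and mesenteric arteries of mice that had received Ang II or vehicle (Sham) for 14 days. There were 3 AngII and 3 Sham arrays of each aortic compartment and 6 AngII and 5 Sham arrays of mesenteric arteries, and each array carried RNA pooled from the same vessel of 2 mice. The paper gives 24 mice, and the 23 pools hold 46 vessels, so some pools of different vessels came from the same mice. Which ones is not stated in the paper's text, so the fits over all arrays and the tests between vessels treat arrays of different vessels as independent and ignore this.

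The authors scanned the BeadChips on a HiScan system. They deposited a table of intensity values, which had a background subtracted and no normalization between arrays, with a detection p-value for each intensity. They also deposited log2 values that had been normalized by robust spline normalization in lumi under R 3.0.2, and in these each tissue has its own median. The authors computed differential expression with limma and enriched gene sets with GSEA 2.1.0, and chose a reference gene with NormFinder 0.953. The columns of the intensity table name the vessel and the treatment of each array, and no column was linked to a single mouse pool. Their names also hold numbers, some of them repeated across vessels, which may mark pools that share mice, but nothing states what they stand for and they were not used. Replicates were therefore not paired between vessels or treatments.

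The analysis was run in R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and plots were drawn in Python 3.11.15 with matplotlib 3.10.9. The intensities of all 23 arrays were converted with neqc at an offset of 16, with the negative control distribution inferred from the detection p-values. Of 45281 transcripts, the 20585 with a detection p under 0.01 on at least 3 arrays were tested. AngII was compared with Sham in a separate limma fit for each vessel, with two-sided moderated tests and Benjamini-Hochberg adjustment over the 20585 transcripts. A further fit over the 23 arrays had tissue as a covariate. Differences in Ang II effect between vessels were tested as interactions in a fit of 6 group means, and the Sham arrays of the vessels were compared in the same way. Array intensities have no sequencing depth, and the number of arrays and the signal over background limit the precision. For a gene not detected in a group, signals under the lowest detected signal of their array were set to that signal, and the fold is given as a lower bound. The share of variance between groups on the first 3 principal components was tested by permutation, with 100000 relabellings over the 23 arrays and with every relabelling within a vessel.

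Symbols were taken from the annotation of the probes, of which 34885 carry a single symbol, 18 several and 10378 none. Probes with several symbols or none were tested and left unnamed. The transcripts tested gave 10955 genes, each represented by the probe with the highest mean signal, and other probes are reported where they differ in sign or call.

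The genes named in the text follow a rule written before the data were examined. They are the genes the paper names with the arrays and related genes (Sphk1, Sphk2, S1pr1, S1pr2, S1pr3, Srpx, Mfap4, Gucy1a3, Gucy1b3, Cnnm2, Cybb, Nox1, Nox4, Agtr1a, Agtr1b, Tbp and the genes of Table 1, whose values in the paper had been seen), the 10 largest rises and the 10 largest falls of each vessel among genes that passed and whose AngII and Sham arrays did not overlap, and from each gene list the 2 to 4 members with the smallest adjusted p with contrasting members. Genes named outside this rule are marked as chosen after their values were seen.

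The 29 gene lists cover fibrillar matrix and matrix assembly, smooth muscle contractile genes, nitric oxide and cGMP signalling, the renin-angiotensin system, sphingosine-1-phosphate and ceramide metabolism, NADPH oxidases and antioxidant enzymes, TGF-beta and BMP signalling, chemokines with cytokines and adhesion molecules, the cell cycle, endoplasmic reticulum chaperones, channels and pumps, oxidative phosphorylation, fatty acid oxidation, the circadian clock, immediate early genes, the interferon response, blood pressure loci and ribosomal proteins. The other lists are markers of macrophages, lymphocytes, endothelium, fibroblasts, adipocytes, brown adipocytes, nerve, mesothelium, heart and skeletal muscle, red blood cells, and pancreas with gut epithelium and lymph node. They were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry, both as two-sided tests, with adjustment over the 29 lists of a vessel. The list of the renin-angiotensin system also holds Rcan1, Rgs2 and Rgs5, which are not components of it.

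Alternatives set before the data were examined were the authors' values, no background correction, cyclic loess normalization, neqc within each tissue, transcripts detected on every array or on at least 1 array, no filter, a single fit over all groups, a prior that follows the signal with robust estimation, array weights and leaving out each array in turn. A block for the BeadChip could not be fitted, as nothing names the chip of an array. Chosen after seeing the data were transcripts detected on every array of the tissue, with neqc or with the authors' values, a replicate block on the authors' values, whose columns alone carry the replicate numbers of the sample labels, leaving out arrays rich in pancreatic or muscle transcripts, and pancreatic or brown fat transcripts as a covariate. Leaving out an aortic array left 2 arrays in its group.

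The procedure was tested on simulated data with known changes in 200 of 20585 transcripts. In the thoracic aorta 26.9% of changes of 0.5 log2 units, 91.0% of changes of 1 and all of 2 were called, in the abdominal aorta 10.4%, 71.6% and 97.0%, and in the mesenteric arteries 62.7%, 97.0% and all. Without simulated changes no transcript was called in any vessel. With them, 9, 1 and 6 unchanged transcripts were called within thoracic aorta, abdominal aorta and mesenteric arteries. The fit of differences between vessels called more unchanged ones, 18 (thoracic and abdominal), 14 (thoracic and mesenteric) and 23 (abdominal and mesenteric). In this order it called 10, 11 and 11 of 67 changes of 0.5 log2 units. Of 67 changes of 1 it called 54, 55 and 55, and of 66 changes of 2 it called 65, 65 and 64. The unchanged ones were thus a larger share of its calls than the adjusted p threshold allows. Counts and single calls of differences between vessels may therefore hold more false ones than that threshold states. Simulated noise was drawn independently for each transcript, so shifts that many transcripts of an array share were not covered. The paper's real-time PCR, protein and functional experiments were not analysed here, as no array measures them. GSEA with the paper's gene sets was not repeated, because the sets themselves were not at hand.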

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

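Chosen after the results were seen were the tests of a smaller smooth muscle share, of more fat and of the mesenteric standard errors, the count with pancreatic transcripts as a covariate, the limits that mark arrays rich in pancreatic or muscle transcripts, and the choice of gene lists called by each way of testing at the preset correlation.

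Many more transcripts passed in the thoracic aorta (3552) than in the abdominal aorta (225), with 3 AngII and 3 Sham arrays in each. The median residual SD of the abdominal arrays was 1.21 times that of the thoracic arrays (1.09 to 1.31 without single arrays), and the spread of the Ang II effects, less their error, was 0.673 times as large (0.508 to 0.873), so a larger spread between arrays and smaller effects cannot be told apart with these arrays. The 10 splits of 6 arrays into 3 and 3 are too few for a share under 0.05. The real split, 1 of the 10, gave 3552 in the thoracic aorta, where the highest other gave 6, and 225 in the abdominal aorta, where the highest other gave 0 in limma (3138 transcripts had an unadjusted p under 0.05 in the real split). A difference in biology between the compartments stays open and was not tested beyond these values.

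Few transcripts passed in the mesenteric arteries (70) although they had 11 arrays. The spread of their Ang II effects was 0.175 times that of the thoracic aorta (0 to 0.434 without single arrays), which is consistent with smaller effects, and their residual SD was 1.23 times as large (1.2 to 1.34). With 11 arrays the median standard error of their fold changes was nonetheless 0.897 times that of the thoracic aorta (0.782 to 0.959), which argues against a larger spread between arrays as the reason for the low count. With the mean of the pancreatic transcripts as a covariate 86 passed, which argues against an effect of pancreatic RNA that follows this mean linearly. Other effects of it are not covered by this covariate. Without the 3 arrays rich in pancreatic RNA 8 passed, but this fit also has fewer arrays. Among transcripts detected on every array 215 passed, with fewer transcripts tested. A part of pancreatic RNA in the low count therefore stays open. Of 100 splits of the mesenteric arrays, the real one and a random sample of the others among 462, only the real one (1) gave 70 or more. The highest other gave 2, which argues against chance as the source of the count, though 100 splits cannot show a share under 1 in 100. The count also rests on single arrays, as 0 transcripts passed without 1 of the Sham arrays (2816 at an unadjusted p under 0.05 in limma).

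Macrophage, fibroblast and matrix transcripts rose and contractile transcripts fell in the thoracic aorta. A smaller share of smooth muscle in the AngII preparations would raise the markers of all other cells alike, if signals were proportional to RNA. The thoracic macrophage mean rose above the endothelial mean by 0.45 log2 units (standard error 0.217, or 2.08 standard errors, with arrays that overlap). It rose above the nerve mean by 0.64 (2.47 standard errors), and the fibroblast mean rose above the endothelial mean by 0.20 (3.77 standard errors). The abdominal macrophage mean rose above the endothelial mean by 0.77 (2.99 standard errors) and above the nerve mean by 0.48 (1.71 standard errors). The abdominal fibroblast mean rose above the endothelial mean by 0.31 (1.64 standard errors), the last 2 with arrays that overlap. With 3 arrays against 3, differences of 1.64 to 2.47 standard errors are too small to reject a smaller share. The other 2 were larger, but log2 values taken after an offset understate changes of dim markers. A change in share therefore need not raise all lists alike, and these values leave it open. More fat left on the AngII aortas cannot be told apart from a change in the vessel wall, since adipocyte and matrix transcripts of the abdominal aorta differed by −0.166 with a standard error of 0.524. Inflammation and remodelling of the wall may contribute, as a hypothesis that these pools cannot test.

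The effect of Ang II differed between thoracic aorta and mesenteric arteries for 2353 transcripts, and of 100 relabellings of treatment within vessels the highest other gave 1964 and only the real one (1) as many. Between abdominal aorta and mesenteric arteries 380 differed (1 of 100, highest other 45). Relabelling within every vessel stands for no Ang II effect in any vessel, so it cannot test whether vessels respond alike. Both shares argue only against counts that arise with no Ang II effect at all, if vessels are taken as independent, although some pools share mice. Between the aortic compartments 93 differed, and 12 of 100 relabellings gave as many, up to 2663. For the same reason this relabelling can neither exclude chance there nor show it. A count several times the real one points to a structure of the samples, as exchanging the treatments in 1 compartment adds up the effects that both share. The fit over all arrays called 2205, against at most 34 in the other relabellings (1 of 100). That fit asks for an effect of treatment, which the relabelling does test. A share of 1 in 100 argues against chance there if vessels are taken as independent, although some pools share mice.

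Some named genes differed in Ang II effect between vessels, in a fit that called more unchanged transcripts in simulated data than its threshold allows. Igfbp3 rose in the thoracic aorta by 1.00, against −0.43 in the abdominal aorta, a difference of 1.42 (adjusted p = 0.0194), and it differed by 0.88 from the mesenteric arteries. Compared with the mesenteric arteries, the thoracic effect was higher for Sphk1 by 1.11, Thy1 by 0.99, Srpx by 0.87, Cdh13 by 0.65, Agtr1a by 0.57 and S1pr2 by 0.49. It was lower there for Gucy1b1 (−0.76), Gucy1a1 (−0.74) and Ppp5c (−0.37). For Thy1 the abdominal aorta and the mesenteric arteries differed by 1.49 (adjusted p = 0.00387).

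The gene lists below moved as sets in camera, in fry, with probe means and with the authors' values, though none held with an estimated correlation (smallest adjusted p = 0.101 in the thoracic and 0.102 in the abdominal aorta). Median log2 fold changes in the thoracic aorta were 0.79 for adipocyte markers, 0.66 for macrophage markers, 0.59 for matrix, 0.56 for chemokines, cytokines and adhesion molecules, 0.52 for the cell cycle, 0.46 for fibroblast markers, 0.38 for the interferon response, 0.21 for the renin-angiotensin system, 0.20 for NADPH oxidases and antioxidant enzymes and −0.34 for contractile genes. Those in the abdominal aorta were 0.59 for the cell cycle, 0.41 for matrix, 0.23 for the renin-angiotensin system and 0.23 for fibroblast markers.

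Single arrays lay far from the others of their group for 6 of 88 gene and group combinations in the mesenteric arteries, the only vessel tested, as groups of 3 arrays are too small for it, where chance gives about 1 in 20. The gap to the nearest array over the range was 0.726 for Hip1 (AngII, highest), 0.688 for Srpx (AngII, lowest), 0.637 for Nme2 (AngII, highest), 0.629 for Thy1 (AngII, highest), 0.744 for Anapc5 (Sham, lowest) and 0.79 for Inhba (Sham, highest). Of the mesenteric arrays 3 had a mean log2 signal of at least 11.4 over pancreas, gut epithelium and lymph node markers, and the highest other was 8.54. Of the abdominal arrays 1 Sham array had 8.46 over heart and skeletal muscle markers, and the highest other was 5.8.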

How the results depend on the processing

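Of the settings below, those that count only transcripts detected on every array of the tissue, that use a replicate block, that leave out arrays rich in pancreatic or muscle transcripts or that fit pancreatic or brown fat transcripts as a covariate were chosen after the data had been seen. Every transcript that passed in a vessel kept its direction under each setting that tested it, and so did Sphk1. The thoracic rise of Sphk1 passed under all 19 alternatives (adjusted p up to 0.00685) and the rise over all vessels under all 37 (adjusted p up to 0.00638). No named gene that had passed reversed. Of the values of named genes under the alternatives, 2573 of 2779 in the thoracic aorta, 2701 of 3186 in the abdominal aorta and 3597 of 3819 in the mesenteric arteries kept their side of the threshold, with 120, 412 and 142 calls lost and 84, 73 and 80 gained. Of 116 values of gene lists in each vessel, 93, 84 and 101 kept theirs, and none reversed. The signal over background limits what dim probes show, as transcripts such as S1pr3 lay under the detection limit in the aorta. A BeadChip block, set before the data were examined, was not run, as the chips are not named. Except where noted, the cause of a change was not tested.

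With the authors' values 46.9% of the thoracic calls were higher with AngII. In the abdominal aorta 19 transcripts passed, 100% higher, and Sphk1 was lost (0.50, adjusted p = 0.0653). Mesenteric calls numbered 142, 73.2% higher, and Sphk1 was lost (0.40, adjusted p = 0.0517). The difference between abdominal aorta and mesenteric arteries passed for 142, none passed in all 3 vessels (0), the spread of Tbp within tissues was 0.0545 against 0.0982, and 1397 of 1893 comparisons of named genes between Sham vessels passed against 901, of which 27 passed in both with opposite sign. Without background correction 2146 thoracic, 10 abdominal (80.0% higher) and 13 mesenteric transcripts (69.2% higher) passed, none in all vessels, and Sphk1 was lost in the abdominal aorta (1.05, adjusted p = 0.106) and the mesenteric arteries (0.70, adjusted p = 0.0963). With cyclic loess 62.6% of the thoracic calls were higher, and Sphk1 was lost in the mesenteric arteries (0.64, adjusted p = 0.0516). With neqc within each tissue the mesenteric count was 43, Sphk1 was lost there (0.64, adjusted p = 0.0529) and 0 passed in all vessels.

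Among transcripts detected on every array, where fewer were tested, 46.7% of the thoracic and 83.6% of the abdominal calls were higher, 215 passed in the mesenteric arteries, 53 differed between the aortic compartments and 4 passed in all vessels. Among those detected on at least 1 array 42 mesenteric transcripts passed, 0 in all vessels, and Sphk1 was lost there (0.64, adjusted p = 0.0548). Without a filter, where more transcripts were tested, 47.6% of the thoracic calls were higher, 9 abdominal (100% higher) and 19 mesenteric transcripts passed, 236 differed between abdominal aorta and mesenteric arteries, 0 passed in all vessels, and Sphk1 was lost in the abdominal aorta (0.95, adjusted p = 0.078) and the mesenteric arteries (0.64, adjusted p = 0.0895). Among transcripts detected on every array of the tissue 45.9% of the thoracic and 83.8% of the abdominal calls were higher, 154 passed in the mesenteric arteries, 53 differed between the aortic compartments and 2 passed in all vessels. The same filter on the authors' values gave 46.0% higher in the thoracic aorta, 43 abdominal and 231 mesenteric calls (67.1% higher), 175 that differed between abdominal aorta and mesenteric arteries and 3 in all vessels.

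A single fit over all groups called 979 abdominal (69.2% higher) and 391 mesenteric transcripts and 21 in all vessels. With a prior that follows the signal 366 abdominal (81.7% higher) and 221 mesenteric transcripts (71.0% higher) passed, and 8 in all vessels. Array weights gave 397 abdominal calls (82.4% higher), 207 that differed between the aortic compartments and 2 in all vessels. A replicate block on the authors' values gave 2 abdominal calls (100% higher), 0 mesenteric calls in limma (3101 at an unadjusted p under 0.05), 51 that differed between abdominal aorta and mesenteric arteries and 0 in all vessels, with Sphk1 lost in the abdominal aorta (0.50, adjusted p = 0.109) and the mesenteric arteries (0.43, adjusted p = 0.111). As a random block, with consensus correlations of 0.0386 and 0.0855, it gave differences of 157 between the aortic compartments and 205 between abdominal aorta and mesenteric arteries. Arrays of the same replicate number showed no regular likeness within a vessel, with r from −0.558 to 0.859 across transcripts, so the numbers were not taken as pairs.

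Without the muscle-rich Sham array 4 abdominal transcripts passed (100% higher) and Sphk1 was lost (0.97, adjusted p = 0.0831). Brown fat markers had means of 8.01, 7.45 and 5.89 on the AngII abdominal arrays and of 6.21 to 6.54 on the Sham arrays. With this mean as a covariate, fitted for that reason after the data had been seen, 85 abdominal transcripts passed (97.65% higher) where 225 had, and Sphk1 kept its call (0.83, adjusted p = 0.0323), which leaves open whether fat on the AngII aortas adds to the other calls. Without the 3 pancreas-rich arrays 8 mesenteric transcripts passed (100% higher) and Sphk1 was lost (0.49, adjusted p = 0.144). Without these 4 arrays 48 transcripts differed between the aortic compartments, 57 between abdominal aorta and mesenteric arteries, and 0 passed in all vessels.

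Leaving out single arrays gave 1972 to 2909 thoracic calls (52.7% to 57.1% higher), 0 to 500 abdominal calls (86.2% to 100% higher) and 0 to 153 mesenteric calls (71.0% to 100% higher). The log2 fold change of Sphk1 was 1.63 to 1.89, 0.87 to 1.07 and 0.55 to 0.70 in these vessels and 0.95 to 1.06 over all, where 1491 to 2899 transcripts passed. Differences between vessels passed for 30 to 95 (thoracic and abdominal aorta), 1607 to 2527 (thoracic aorta and mesenteric arteries) and 77 to 740 (abdominal aorta and mesenteric arteries), and 0 or 1 passed in all vessels. No abdominal transcript passed without AngII replicate b and no mesenteric transcript without Sham replicate c.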

Differences from the paper's values

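Filters on every array of a tissue, replicate blocks, the pancreatic covariate and the fit without pancreas-rich arrays were chosen after the data had been seen, and the other alternatives before. Both the paper and this comparison take an adjusted p under 0.05. Fold changes are said to differ where their signs differ or where they lie further apart than the SD between arrays of a group, counts and percentages where one is more than 1.5 times the other, and adjusted p-values where they lie on opposite sides of 0.05. Leaving out each array in turn was also set before the data were examined, and its values are given apart from those of the other 10 alternatives.

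The paper reports that 0.3% of expressed transcripts were differentially expressed in the abdominal aorta, and 1.09% were found here. None of the other 10 alternatives set before the data were examined came within the paper's value, and they gave 0.0199% to 4.76%. Leaving out single arrays gave 0% to 2.43%, and did not differ without AngII replicate a (0.291%) and without Sham replicate c (0.243%). For the mesenteric arteries the paper reports 1.4%, against 0.34%. Of the alternatives set before the data were examined, transcripts detected on every array (1.46%), a single fit (1.90%) and a prior that follows the signal (1.07%) did not differ from the paper's value, and the others did (0.042% to 0.69%), as did all values without single arrays (0% to 0.743%). The authors' values over transcripts detected on every array of the tissue, a setting chosen after seeing the values, gave 0.27% and 1.43%, and it drops 2 of 21 items that the paper calls (Gucy1a1 and Gucy1b1 in the abdominal aorta). Its counts match the numbers printed in Fig. 1b. The same filter with neqc, also chosen after seeing the values, gave 0.954% in the mesenteric arteries and drops 6 of the 21.

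The paper's number of genes changed in all 3 vascular beds is 3, and 1 was found here. Alternatives set before the data were examined whose count did not differ were transcripts detected on every array (4) and array weights (2), and the others gave 0 to 21. Without single arrays the count was 0 or 1 and differed each time. The authors' values over transcripts detected on every array of the tissue gave 3, namely Mfap4, Sphk1 and Srpx, and neqc with that filter 2, and both were chosen after seeing the values and drop 2 and 6 of the 21 items.

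Across transcripts the authors' values gave smaller log2 fold changes than those here. Their slopes on those here were 0.54 (thoracic), 0.44 (abdominal) and 0.572 (mesenteric), with Pearson's r of 0.902, 0.861 and 0.931. The smaller values that the paper gives for Sphk1, Tgfb1 and Col4a3 thus go with a difference in scale that is not particular to them. It does not hold for every gene, as thoracic Cdh13 had 0.55 here and 0.59 with the authors' values. For Sphk1 the paper's log2 fold change in the thoracic aorta is 1.221, against 1.75 here, and 1.22 with the authors' values, the only alternative set before the data were examined that did not differ (the others gave 1.73 to 1.87, and leaving out single arrays 1.63 to 1.89). Its mesenteric value in the paper is 0.40, against 0.64 here, with an SD between arrays of 0.23. The authors' values (0.40) and array weights (0.63) did not differ, the others set before the data were examined did (0.64 to 0.70). Leaving out single arrays gave 0.55 to 0.63 without AngII replicate a or b or Sham replicate a, b or c, which did not differ, and 0.64 to 0.70 without each of the other 6. Settings chosen after seeing the values gave 0.43 (replicate block, which drops 11 of the 21 items), 0.49 (without the 3 pancreas-rich arrays, 9 dropped) and 0.61 (pancreatic covariate, 8 dropped).

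Of 19 log2 fold changes that the paper lists, 7 differed, and of 19 adjusted p-values 3 lay on the other side of the threshold. For Tgfb1 in the thoracic aorta the paper's log2 fold change is 0.284, against 0.47 here, with 0.28 with the authors' values and 0.44 with array weights, which did not differ, and 0.47 to 0.52 elsewhere, and without single arrays with 0.35 (without AngII replicate a), which did not differ, and 0.45 to 0.56. For Col4a3 the paper's value is 0.245, against 0.57, with 0.24 with the authors' values, which did not differ, and 0.52 to 0.70 with the others set before the data were examined and 0.46 to 0.70 without single arrays. For Nme2 the paper's log2 fold change is 0.283 and its adjusted p is 0.0092, against 0.074 and 0.602 here, and no alternative set before the data were examined came within them (0.07 to 0.09 and 0.3 to 0.71, and without single arrays 0.04 to 0.10 and 0.56 to 0.869). Another probe of Nme2 has 0.28 with the authors' values (adjusted p = 0.00976). For Sod1 the paper's adjusted p is 0.0391, against 0.207, and only the authors' values (0.0381) did not differ among the alternatives set before the data were examined (others 0.0938 to 0.312, and without single arrays 0.187 to 0.428). The authors' values over transcripts detected on every array of the tissue, chosen after seeing the values, gave 0.0391 and drop 2 of the 21 items. For Angptl4 the paper's adjusted p is 0.0426, against 0.0658. Transcripts detected on every array (0.046) and a prior that follows the signal (0.025) did not differ, and the others set before the data were examined did (0.0564 to 0.142). Without Sham replicate a it passed (0.0187), and without each of the other thoracic arrays it did not (0.117 to 0.166). The settings chosen after seeing the values gave 0.0426 (the authors' values with the filter on every array of the tissue, which drops 2 of the 21 items), 0.0455 (replicate block, 11 dropped) and 0.0496 (neqc with that filter, 6 dropped).

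The paper's mesenteric log2 fold change of Eif5a is 0.15, against −0.0895 here, and no alternative set before the data were examined came within it (−0.10 to −0.08, and −0.14 to −0.03 without single arrays). Another probe has 0.15 with the authors' values. For Anapc5 the paper's value is 0.18, against 0.067, with an SD between arrays of 0.11. The authors' values (0.09) and cyclic loess (0.09) did not differ, and the others set before the data were examined gave 0.06 to 0.07. Without AngII replicate a, c or d or Sham replicate b, c or e it was 0.08 to 0.09, which did not differ, and without each of the other 5 arrays 0.02 to 0.07. The pancreatic covariate (8 of the 21 items dropped) and the replicate block (11 dropped), both chosen after seeing the values, gave 0.08. With the authors' values 13 of 19 genes lay within 0.01 of the paper's log2 fold change at the probe with the highest signal, and all 19 had a probe that did, for 6 of them another probe.

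The paper states that both guanylate cyclase subunits were lower in both aortic compartments. Neither passed in the abdominal aorta here (adjusted p = 0.175 for Gucy1a1 and 0.0908 for Gucy1b1), both had log2 fold changes below 0, and both passed in the thoracic aorta. A probe of Gucy1a1 passed with a single fit, with a prior that follows the signal, with array weights and without AngII replicate c, and Gucy1b1 with that prior. The paper states that Srpx and Mfap4 changed in all vessels. Mfap4 did not pass in the mesenteric arteries here (adjusted p = 0.081), and passed there in a single fit (0.0165), with the prior that follows the signal (0.0421) and with the authors' values over transcripts detected on every array of the tissue (0.0401, chosen after seeing the values, 2 of 21 items dropped), in a range of 0.0165 to 0.232 over its alternatives. Srpx did not pass there with either probe (adjusted p = 0.501 and 0.0783), and passed with its second probe and the authors' values. The paper places 3 genes with blood pressure associations among its top 200 transcripts, both guanylate cyclase subunits and Cnnm2. Here Gucy1a1 was among the top 200 of the thoracic aorta and Cnnm2 and Npr3 among those of the mesenteric arteries, and Gucy1b1 was in none. The paper shows samples separated by treatment on principal components of transcripts detected in all samples. On the first 3 components of the 20585 transcripts tested, the exact p over relabellings was 0.1 in the thoracic aorta, 0.2 in the abdominal aorta and 0.621 in the mesenteric arteries. Over transcripts detected on every array, a set nearer to the paper's, the same test gave 0.1, 0.1 and 0.0541. The smallest p that these numbers of arrays allow is 0.1 in each aortic compartment and 0.00216 in the mesenteric arteries.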

Other observations

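The tests of gene lists between vessels were chosen after the results within vessels were seen, and the other tests before.

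The aortic compartments shared the direction of most Ang II effects that passed in the thoracic aorta. Of the 3552 transcripts that passed in the thoracic aorta, 3131 (88.2%) had the same sign in the abdominal aorta and 1755 (49.4%) in the mesenteric arteries. Over all 20585 transcripts 69.04% had the same sign in the aortic compartments. Across the 20585 transcripts, which are not independent replicates, Pearson's r of the log2 fold changes was 0.63 between the aortic compartments, 0.179 between abdominal aorta and mesenteric arteries and 0.0129 between thoracic aorta and mesenteric arteries. Pools that share mice between vessels can raise these shares of equal sign and these correlations, and which pools do so is not stated. Over 2-fold changes were found for 357 transcripts that passed in the thoracic aorta, 88 in the abdominal aorta and 1 in the mesenteric arteries. Between vessels, the effect on contractile genes was lower in thoracic aorta than in mesenteric arteries (median −0.55 log2 units, 15 of 25 genes lower, adjusted p = 2.03e-12 from camera, and adjusted p = 0.0834 with an estimated correlation). The effect on matrix genes was higher there (median 0.51, 25 of 47 genes higher, adjusted p = 2.27e-14 from camera, and adjusted p = 0.0721 with an estimated correlation). Cell cycle genes had a smaller effect in thoracic than in abdominal aorta (median −0.35, 0 of 25 genes past the threshold, adjusted p = 2.71e-05 from camera, and adjusted p = 0.828 with an estimated correlation).

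In the abdominal aorta 13 of 47 matrix genes rose and none fell (30 and 1 adjusted over the list alone), among them Comp, Thbs1 and Srpx2 by 1.05, 1.49 and 0.93, with a median of 0.41 (adjusted p = 2.76e-19 from camera, and adjusted p = 0.102 with an estimated correlation). Of 25 cell cycle genes 11 rose (17 adjusted over the list alone), with Cenpa higher by 1.55, and a median of 0.59 (adjusted p = 1.22e-19 from camera, and adjusted p = 0.225 with an estimated correlation). Of 22 macrophage markers 4 rose (18 adjusted over the list alone), namely Lyz2, Ms4a7, F13a1 and C1qb, with a median of 0.77 (adjusted p = 1.19e-15 from camera, and adjusted p = 0.308 with an estimated correlation). Of 19 fibroblast markers 5 rose (7 adjusted over the list alone), among them Thy1 by 1.35 and Mfap5 by 0.82 (adjusted p = 1.61e-05 from camera, and adjusted p = 0.102 with an estimated correlation). Of 25 chemokines, cytokines and adhesion molecules Ccl5 and Ccl9 rose by 1.61 and 1.29 (15 adjusted over the list alone), with a median of 0.66 (adjusted p = 1.67e-11 from camera, and adjusted p = 0.336 with an estimated correlation). Of 26 NADPH oxidase and antioxidant genes Ncf4 and Gpx7 rose by 1.18 and 0.66 (5 higher and 1 lower adjusted over the list alone, adjusted p = 0.00592 from camera, and adjusted p = 0.34 with an estimated correlation).

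None of 25 contractile genes passed there (0 and 0 adjusted over the list alone), with a median of −0.16 (adjusted p = 0.00122 from camera, and adjusted p = 0.376 with an estimated correlation). In the lists of the renin-angiotensin system (median 0.23, 4 higher adjusted over the list alone) and lymphocytes (median 0.32, 2 higher) no gene passed over all transcripts, with adjusted p = 0.00682 and 0.00298 from camera, and adjusted p = 0.225 for both with an estimated correlation. Immediate early genes (median −0.22, 3 lower adjusted over the list alone) and ribosomal protein genes (median −0.09, none) leaned downward, with adjusted p = 0.0212 and 0.00592 from camera, and adjusted p = 0.486 for both with an estimated correlation. Fatty acid oxidation (median 0.18), the interferon response (median 0.16) and red blood cells (median 0.66) had an adjusted p of 0.0402 from camera, and adjusted p = 0.574, 0.535 and 0.458 with an estimated correlation, with no gene past the threshold. By fry 6 of 29 lists passed there, 4 of them among the 14 that passed by camera (matrix, cell cycle, fibroblasts and the renin-angiotensin system), so the other 10 rest on camera at the preset correlation. The other lists did not pass there by camera, though sphingosine-1-phosphate and ceramide metabolism and mesothelium did by fry (adjusted p = 0.0231 and 0.0278), with adjusted p from camera of 0.125 for nitric oxide and cGMP signalling (3 higher and 5 lower adjusted over the list alone), 0.132 for sphingosine-1-phosphate and ceramide metabolism (1 and 1), 0.0692 for TGF-beta and BMP signalling, for endoplasmic reticulum chaperones and for channels and pumps, 0.0714 for muscle, 0.125 for brown adipocytes, 0.13 for nerve, where Uchl1 rose by 0.82, 0.186 for adipocytes, 0.282 for mesothelium, 0.35 for pancreas, 0.515 for the circadian clock, 0.578 for oxidative phosphorylation and 0.862 for endothelium.

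By fry 18 of 29 lists passed in the thoracic aorta, 10 of them among the 11 that passed by camera. The further lists there did not pass by camera, except fatty acid oxidation, and none passed with an estimated correlation. Fatty acid oxidation leaned upward with no gene past the threshold (0 of 22, median 0.27, adjusted p = 0.0434 from camera, and adjusted p = 0.66 with an estimated correlation), and it did not pass by fry (adjusted p = 0.27). Of 21 immediate early genes 4 rose and 8 fell (4 and 10 adjusted over the list alone, adjusted p = 0.0792 from camera and 0.013 from fry), and Egr2 rose by 0.88 while Fosb, Fos and Atf3 fell. Of 24 genes of TGF-beta and BMP signalling 2 rose and 3 fell (4 and 4 adjusted over the list alone, adjusted p = 0.831 from camera), with a rise of Fst by 1.62 and falls of Ltbp4 and Tgfbr3 (log2 fold changes −0.92 and −0.39). Of 26 channels and pumps 3 rose and 5 fell (3 and 5 adjusted over the list alone, adjusted p = 0.346 from camera and 0.0427 from fry), with Cacna1d higher by 0.75 and Atp2a2 lower (−0.51). Of 13 circadian genes Bhlhe40 rose by 1.15 and Per2 and Npas2 fell (log2 fold changes −0.68 and −0.71, adjusted p = 0.399 from camera). Kdelr3 and Pdia5 were among 4 of 27 endoplasmic reticulum chaperones that rose (4 adjusted over the list alone, adjusted p = 0.0802 from camera and 0.013 from fry), and Ndufb5 and Sdhb the 2 of 50 oxidative phosphorylation genes (0 adjusted over the list alone, adjusted p = 0.0802 from camera). Of the marker lists, 2 of 10 brown adipocyte genes rose (6 and 1 lower adjusted over the list alone, adjusted p = 0.0542 from camera), 3 of 11 nerve genes (Uchl1, Mbp and Sox10, adjusted p = 0.346 from camera and 0.013 from fry), 2 of 8 mesothelial genes (Slpi and Upk3b, adjusted p = 0.195 from camera), 1 of 8 lymphocyte genes (Cd79b, adjusted p = 0.332 from camera and 0.0442 from fry), 1 of 10 muscle genes (Myl4, adjusted p = 0.831 from camera), 0 of 6 red blood cell genes (adjusted p = 0.834 from camera) and 2 of 11 genes of pancreas, gut epithelium and lymph node (Ccl21a and Cpb1, adjusted p = 0.583 from camera).

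Sln was the 1 of 10 muscle genes and Cacna2d1 the 1 of 26 channels and pumps that passed in the mesenteric arteries (adjusted p = 0.289 and 0.194 from camera). No gene passed there in the further lists, which had adjusted p from camera of 0.327 for nitric oxide and cGMP signalling (3 higher and 2 lower adjusted over the list alone), 0.123 for TGF-beta and BMP signalling, 0.816 for the renin-angiotensin system and for NADPH oxidases and antioxidant enzymes, 0.862 for endoplasmic reticulum chaperones, 0.429 for oxidative phosphorylation, 0.55 for fatty acid oxidation, the circadian clock and fibroblasts, 0.284 for immediate early genes, 0.487 for brown adipocytes, 0.31 for adipocytes, 0.943 for macrophages, 0.796 for lymphocytes, 0.289 for nerve, 0.693 for red blood cells and 0.68 for ribosomal proteins. Sphk1 was the 1 gene of sphingosine-1-phosphate and ceramide metabolism that passed there (adjusted p = 0.693 from camera). The median and the test had opposite signs for pancreas in the thoracic aorta (median −0.02, mean 0.18), endothelium in the abdominal aorta (median 0.04) and macrophages and muscle in the mesenteric arteries (medians 0.04 and −0.02), and the mean and the median also for TGF-beta and BMP signalling (0.01 and −0.08) and muscle (0.0048 and −0.0066) in the thoracic aorta and endoplasmic reticulum chaperones in the mesenteric arteries (−0.01 and 0.01).

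Sphk2 did not pass in the thoracic aorta, the abdominal aorta or the mesenteric arteries (log2 fold changes −0.27, −0.18 and −0.08, adjusted p = 0.0733, 0.578 and 0.60). Its thoracic value passed with the authors' values (adjusted p = 0.0159, in a range of 0.0159 to 0.211 over the alternatives set beforehand). Agtr1a rose in the thoracic aorta (log2 fold change 0.35, standard error 0.10, adjusted p = 0.0408), a call lost without each of the 6 arrays (adjusted p from 0.0268 to 0.117 over all alternatives), with 0.27 (adjusted p = 0.262) and −0.21 (adjusted p = 0.319) in the abdominal aorta and mesenteric arteries. Nox4 did not pass in any vessel (log2 fold changes −0.12, −0.29 and 0.31, adjusted p = 0.544, 0.487 and 0.244).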
